# Orphan Nuclear Receptor Family 4A (NR4A) Members NR4A2 and NR4A3 Selectively Modulate Elements of the Monocyte Response to Buffered Hypercapnia

**DOI:** 10.3390/ijms25052852

**Published:** 2024-03-01

**Authors:** David E. Phelan, Ben Reddan, Masahiko Shigemura, Jacob I. Sznajder, Daniel Crean, Eoin P. Cummins

**Keywords:** hypercapnia, carbon dioxide, CO_2_, orphan nuclear receptor family 4A, NR4A2, NR4A3, RNA-seq, transcription

## Abstract

Hypercapnia occurs when the partial pressure of carbon dioxide (CO_2_) in the blood exceeds 45 mmHg. Hypercapnia is associated with several lung pathologies and is transcriptionally linked to suppression of immune and inflammatory signalling through poorly understood mechanisms. Here we propose Orphan Nuclear Receptor Family 4A (NR4A) family members NR4A2 and NR4A3 as potential transcriptional regulators of the cellular response to hypercapnia in monocytes. Using a THP-1 monocyte model, we investigated the sensitivity of NR4A family members to CO_2_ and the impact of depleting NR4A2 and NR4A3 on the monocyte response to buffered hypercapnia (10% CO_2_) using RNA-sequencing. We observed that NR4A2 and NR4A3 are CO_2_-sensitive transcription factors and that depletion of NR4A2 and NR4A3 led to reduced CO_2_-sensitivity of mitochondrial and heat shock protein (Hsp)-related genes, respectively. Several CO_2_-sensitive genes were, however, refractory to depletion of NR4A2 and NR4A3, indicating that NR4As regulate certain elements of the cellular response to buffered hypercapnia but that other transcription factors also contribute. Bioinformatic analysis of conserved CO_2_-sensitive genes implicated several novel putative CO_2_-sensitive transcription factors, of which the ETS Proto-Oncogene 1 Transcription Factor (ETS-1) was validated to show increased nuclear expression in buffered hypercapnia. These data give significant insights into the understanding of immune responses in patients experiencing hypercapnia.

## 1. Introduction

The levels of carbon dioxide (CO_2_) in the blood are closely regulated in the body through acute chemosensory mechanisms that respond to changes in the levels of CO_2_ and adjust the rate and depth of breathing. In certain lung diseases, e.g., chronic obstructive pulmonary disease (COPD), the partial pressure of CO_2_ in the blood can accumulate to levels >45 mmHg, termed hypercapnia. Hypercapnia is known to suppress immune and inflammatory signalling and is a risk factor in several diseases, e.g., COPD [1]. Hypercapnia can elicit signalling acutely through modulation of chemosensory and neuronal signalling and more chronically via changes in gene expression [2]. The mechanisms through which CO_2_ affects transcriptional responses are not fully understood [3] and may involve different transcription factors in different contexts. Work from our group and others indicates that multiple signalling pathways are modulated by increased CO_2_. However, relatively few transcription factors have been tested in interventional (e.g., knockdown/knockout) studies, which is the approach we have taken here to provide mechanistic insight.

The Orphan Nuclear Receptor Family 4A family members (NR4As) (*NR4A1-3*) are early response genes that are activated in response to a variety of stimuli and stressors [4,5] and modulate the differentiation of monocytes: classical to non-classical monocytes (*NR4A1*) and to dendritic cells (*NR4A3*). NR4A expression is associated with several pathologies, including arthritis [6,7], atherosclerosis [8], and cancer [9,10]. Regulation of NR4A activity is primarily at the transcriptional level, with a correlation between mRNA levels and activity. In recent years, several NR4A modulators have been developed and have demonstrated efficacy in numerous models, supporting the idea that these receptors are feasible therapeutic targets [11,12]. The NR4As can also undergo post-translational modifications, specifically phosphorylation and SUMOylation, which can also affect their activity [11,13,14]. We have recently characterised the transcriptional roles of *NR4A2* and *NR4A3* in THP-1 monocytes, revealing significant overlap of transcriptional targets as well as more selective antigen presentation (*NR4A2*-dependent) and viral response (*NR4A3*-dependent) roles [15].

The NR4A family of transcription factors and their role in the response to elevated CO_2_ are the focus of this study for a number of reasons. Firstly, nuclear hormone receptors, of which *NR4As* are members, represent a class of genes that was initially identified as being CO_2_ sensitive in *Caenorhabditis elegans* (*C. elegans*) [16]. In this seminal model organism study, E3 ligases, which regulate protein degradation via the ubiquitin pathway, and genes associated with the innate immune response were key classes of genes implicated in the C. elegans response to CO_2_ elevation. Subsequent to this study in worms, several studies have corroborated the role of the ubiquitin pathway [17,18] and immune regulation [19,20] in the CO_2_ response in mammalian systems. Indeed, a recent study identified ubiquitin as a carbon-dioxide-binding protein [21]. Thus, we hypothesised that nuclear receptor family members (which were robustly CO_2_ sensitive in *C. elegans*) are worth pursuing further as potential conserved CO_2_-sensitive transcriptional regulators. Furthermore, we and others have demonstrated a role for altered /suppressed Nuclear Factor of Kappa Light Chain Gene Enhancer in B cells (NFκB)-dependent signalling in the cellular response to hypercapnia [21,22,23]. The NR4As are known to be both regulated by NFκB-dependent signalling and capable of regulating NFκB-dependent transcription [24,25]. Thus, the NR4A family members have the potential to act at the intersection of NFκB-dependent and CO_2_-dependent signalling. In this study, we employ a hypothesis-directed approach to investigate the role of the NR4A family members *NR4A2* and *NR4A3* in the cellular transcriptional response to buffered hypercapnia in monocytes. Through the transcriptomic analyses in our short-hairpin ribonucleic acid (shRNA) system, we also infer core gene signatures and transcription factors that respond to hypercapnia stress, independently of *NR4A2/NR4A3* transcriptional effects.

## 2. Results

### 2.1. NR4A2 and NR4A3 Are CO_2_ Responsive in the Presence of LPS

To determine whether NR4A family members (1–3) are responsive to CO_2_, we exposed THP-1 monocytes to pre-equilibrated, buffered media in 5% or 10% CO_2_, for 8 h. For lipopolysaccharide (LPS)-treated cells, LPS was added 6, 4, 2, 1, or 0.5 h before the end of the experiment. Untreated cells were used as controls. All NR4A family members were temporarily induced by LPS. *NR4A1* had the lowest fold change increase in response to LPS, while *NR4A3* had the greatest inducibility. There were no statistically significant differences between 5% and 10% CO_2_ for *NR4A1* at these time points. *NR4A2* expression was significantly lower at 10% CO_2_ following 2 h and 4 h of LPS exposure. *NR4A3* expression was significantly higher in 10% CO_2_ at 2 h of LPS exposure compared to 5% CO_2_ (Figure 1A–F). Taken together, these data indicate that elevated CO_2_ exposure shifts the temporal response of *NR4A2* and *NR4A3* to LPS stimulation. This effect is most evident at 2 h and 4 h of LPS treatment (Figure 1C,E). The CO_2_-dependent impact on LPS-induced NR4A expression was also evident, with decreased protein levels of NR4A2 in THP-1 cells exposed to buffered media in 5% or 10% CO_2_ +/− LPS (Supplementary Figure S1).

### 2.2. The Cellular Response to Elevated CO_2_ Is Modulated by shNR4A2

Given the evidence that elevated CO_2_ modulates the transcriptional kinetics of *NR4A2* and *NR4A3* against a background of inflammation, we hypothesised that NR4A2 and NR4A3 may play roles as master regulators of the monocyte response to hypercapnia. To test this, we took an interventional approach using cells that are stably depleted of *NR4A2* and *NR4A3* using targeted shRNAs. The consequences of shNR4A2 and shNR4A3 in normocapnic monocytes [15] have recently been published. Here we report for the first time on the transcriptional response to elevated CO_2_ in (short hairpin RNA targeting *NR4A2*) shNR4A2 and (short hairpin RNA targeting *NR4A3*) shNR4A3 cells, with comparisons to some of our previously published work. This approach is well suited to test our hypothesis that NR4A family members are regulated by hypercapnia and contribute to the cellular response to hypercapnia.

We first investigated the CO_2_-responsiveness of shNR4A2 cells, both in the basal and LPS-stimulated states. 

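THP-1 is a human monocytic cell line of leukaemic origin. The libraries came from THP-1 cells carrying a non-target short hairpin RNA (shNT), a short hairpin RNA targeting NR4A2 (shNR4A2) or one targeting NR4A3 (shNR4A3). Cells were exposed to 5% or 10% CO2 for 4 h, with or without LPS, and RNA was collected from 3 replicates of each of the 12 conditions, 36 libraries in all. The authors selected polyadenylated RNA, trimmed the reads with Trimmomatic, aligned them to GRCh38 with STAR and made counts per gene with featureCounts. The values are whole-number counts per gene, without normalization. Total counts per library in shNT cells were 17132910 to 21068626 (median 19654525) at 5% CO2, 20187892 to 21602737 (median 20425843) at 5% CO2 + LPS, 18474128 to 20981878 (median 20731544) at 10% CO2 and 18450090 to 22151327 (median 18651872) at 10% CO2 + LPS. In shNR4A2 cells the totals were 19004435 to 23929138 (median 22046231) at 5% CO2, 17361839 to 20035677 (median 19623617) at 5% CO2 + LPS, 17092108 to 23203740 (median 19056539) at 10% CO2 and 18633236 to 21028486 (median 19489089) at 10% CO2 + LPS. In shNR4A3 cells they were 16566072 to 18039169 (median 17694355) at 5% CO2, 16171161 to 21004337 (median 19151880) at 5% CO2 + LPS, 16568967 to 23844486 (median 20132476) at 10% CO2 and 19028859 to 20122525 (median 20049596) at 10% CO2 + LPS. Over all libraries the median was 19639071, and between 23149 and 32956 genes had at least 1 count. Each of the 6 pairwise comparisons of 10% with 5% CO2 used its own 6 libraries. Genes were tested with edgeR's quasi-likelihood test after TMM scaling, and those past an adjusted p of 0.05 (Benjamini-Hochberg over 17720 genes kept by edgeR's filterByExpr) are called differentially expressed. The paper's methods name DESeq2's Wald test; edgeR was set as the test before the data were examined, and the numbers that DESeq2 gave over all genes with a count in the libraries compared are printed beside those of edgeR. Replicates of a condition differed by more than counting noise: the chi-square per degree of freedom between them was 5.98 to 26.2 over the pairs of libraries. With 3 libraries against 3, no exact permutation of the CO2 labels can reach a two-sided p under 0.1, so every p below that value rests on the model.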

Buffered hypercapnia (10% CO_2_) for 4 h was a modest stimulus in these cells, with 52 transcripts differentially expressed in the basal state (Figure 2A, Supplementary Table S1) and 646 transcripts in the LPS-stimulated cells (Figure 2B, Supplementary Table S2). 

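In shNR4A2 cells in the basal state, edgeR called 2 genes between 10% and 5% CO2, and 1430 of the 17720 genes tested had an unadjusted p under 0.05. DESeq2 called 43 genes. MT-ND4 was higher at 10% CO2 by a log2 fold change of 0.90 (standard error 0.14, adjusted p = 0.05 by edgeR, under the threshold before rounding), with all 3 libraries at 10% above all 3 at 5%. MIR223HG was lower, with a log2 fold change of -0.82 (standard error 0.13, same adjusted p), again without overlap. MT-ND4 (ENSG00000198886) lies on the mitochondrial genome of GRCh38 from 10760 to 12137 and MIR223HG (ENSG00000274536) on chromosome X from 66015461 to 66020422. With LPS, 35 genes were called, 27 of them higher and 8 lower at 10% CO2, and 2897 had an unadjusted p under 0.05; DESeq2 called 600, of which 272 were higher. The coefficient of biological variation was 13.2% in the basal state and 13.4% with LPS. A term for the replicate number raised the basal number. Over genes with a mean CPM of 10 or more, the basal libraries with one number resembled each other at both CO2 levels (correlations of 0.609, 0.461 and 0.475). With that term edgeR called 361 genes in the basal state and 619 with LPS. With no gene filtered out, the number with LPS was 1112. The basal number was 0 without 5% CO2 replicate 1 or 2, or without 10% CO2 replicate 1 or 3 (edgeR, 1101, 1677, 1282 and 1193 genes at an unadjusted p under 0.05). It was 1 without 10% CO2 replicate 2, where MIR223HG was lost (0.055), and 8 without 5% CO2 replicate 3. Adjusted p of MT-ND4 passed the threshold no longer without 5% CO2 replicate 1 or 2 or without 10% CO2 replicate 1 or 3 (0.187 to 0.391). With LPS the number was 0 without 5% CO2 + LPS replicate 1 or any of the 10% CO2 + LPS replicates, 18 without 5% CO2 + LPS replicate 2 and 1122 without 5% CO2 + LPS replicate 3. Scaling by library size only left 0 genes called in either state (edgeR, 1356 and 2748 at an unadjusted p under 0.05).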

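In shNT cells, edgeR called 109 genes between 10% and 5% CO2 in the basal state, 58 higher and 51 lower, and 1452 with LPS, 792 higher and 660 lower. DESeq2 called 358 and 1801. Unadjusted p was under 0.05 for 2645 and 4436 genes. Biological variation was 11.4% (basal) and 10.1% (LPS). Scaling by library size only moved the share of higher genes with LPS from 54.5% to 39.2% (522 higher, 811 lower). The basal number fell to 0 without 5% CO2 replicate 1 or 10% CO2 replicate 2 (edgeR, 1723 and 1457 genes at an unadjusted p under 0.05) and to 37 without 5% CO2 replicate 3. It rose to 202 without 10% CO2 replicate 3 and to 559 without 10% CO2 replicate 1. With LPS it was 334 without 10% CO2 + LPS replicate 2, 370 and 476 without 5% CO2 + LPS replicates 1 and 2, and 674 without 10% CO2 + LPS replicate 3. Whether the CO2 response itself differed between shNR4A2 and shNT cells was tested as an interaction over the 12 libraries of each state. edgeR called 0 genes in the basal state and 0 with LPS, with 192 and 458 genes at an unadjusted p under 0.05; DESeq2 called 0 in both. From the smaller number of differentially expressed transcripts, the paper proposes that depletion of NR4A2 attenuated the response to hypercapnia.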

Interestingly, there were markedly fewer transcripts in shNR4A2 cells compared to non-target short hairpin RNA (sh)-controls ((380 genes (basal) and 1889 genes (LPS-stimulated)) [26], suggesting that the depletion of *NR4A2* attenuated the cellular response to hypercapnia. 

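In the basal state, 1 of the 2 genes called in shNR4A2 cells, MT-ND4, was also called in shNT cells, where 0.0123 genes were expected by chance among the genes tested (Fisher's exact test, one-sided p = 0.0123). Both genes changed in the same direction in shNT cells. For DESeq2 the overlap was 33 of 43 genes (76.7%), all in the same direction. It was 86 of 361 (23.8%) by edgeR with a term for the replicate number, again all in the same direction, and 38 of 58 (65.5%) with the spread of all 36 libraries. With 1 library left out, the number shared by edgeR was 0 without shNT 5% CO2 replicate 1 or without shNT 10% CO2 replicate 1 or 2 or without shNR4A2 5% CO2 replicate 1 or 2 or without shNR4A2 10% CO2 replicate 1 or 3 and 4 without shNR4A2 5% CO2 replicate 3.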

Of the 52 genes affected by hypercapnia in the basal state, 42 (or 80%) were also affected by hypercapnia in sh-control cells (Figure 2C). 

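With LPS, 28 of the 35 genes called in shNR4A2 cells (80.0%) were called in shNT cells, against 2.87 expected by chance among the genes tested (Fisher's exact test, one-sided p = 1.14e-24). All 28 changed in the same direction, and 34 of the 35 had the same sign in shNT cells whether called or not. DESeq2 called 463 of its 600 genes (77.2%) in both lines. edgeR shared 369 of 619 (59.6%) with a term for the replicate number and 524 of 1009 (51.9%) with the spread of all 36 libraries. With 1 library left out and more than 1 gene called, the share was 43.7% to 74.3%. The number shared by edgeR became 0 without shNR4A2 5% CO2 + LPS replicate 1 or without shNR4A2 10% CO2 + LPS replicate 1, 2 or 3, 12 without shNR4A2 5% CO2 + LPS replicate 2, 18 without shNT 5% CO2 + LPS replicate 2 and 490 without shNR4A2 5% CO2 + LPS replicate 3.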

Of the 646 genes affected by hypercapnia in the presence of LPS, 488 (or 75%) were also affected by hypercapnia in non-target control cells (Figure 2D). Taken together with the principal component analysis Supplementary Figure S2A,B, indicate that (i) buffered hypercapnia is a robust stimulus to change gene expression in shNR4A2 cells, (ii) that the cellular response to hypercapnia is enhanced in the presence of LPS, and (iii) that the total number of transcripts affected is fewer than those seen in non-target control cells in the presence or absence of LPS. 

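A principal component analysis of the 12 shNR4A2 libraries was made on the 500 genes with the highest variance of log2 CPM. The first component held 95.2% of the variance, and the LPS state explained 98.8% of the libraries' positions on it. The second held 1.63% and CO2 explained 45.1% of it, a share between 35.8% (without 5% CO2 + LPS replicate 2) and 56.5% (without 5% CO2 + LPS replicate 3) when 1 library was left out. On all 17720 genes the second component held 7.47%, and CO2 explained 58.0% of it. An interaction tested whether the CO2 response of a gene differed between the LPS and the basal state. In shNR4A2 cells edgeR called 0 genes, with 904 at an unadjusted p under 0.05, and DESeq2 called 13. From the number of transcripts and the principal components, the paper concludes that hypercapnia was a robust stimulus in shNR4A2 cells, that LPS enhanced the response and that fewer transcripts were affected than in control cells.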

The top ten transcripts most affected by 10% CO_2_ (up and downregulated, ranked by fold change) are included in Supplementary Figure S3.

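By a rule written before the data were examined, the called genes of shNR4A2 cells with LPS were ordered by log2 fold change among those whose libraries did not overlap. The largest upward changes were in ANO5, at 1.61 (standard error 0.24, adjusted p = 0.0281 by edgeR), SLC16A9, at 1.53 (0.24, 0.0302), and CYP4F33P, at 1.45 (0.23, 0.0347). Downward they were in GPRC5C, at -1.24 (0.21, 0.0449), PGBD5, at -1.13 (0.18, 0.0302), and PGPEP1, at -1.06 (0.16, 0.0281). ANO5 (ENSG00000171714) lies on chromosome 11 of GRCh38 from 22193176 to 22283357, SLC16A9 (ENSG00000165449) on chromosome 10 from 59650761 to 59736002 and CYP4F33P (ENSG00000273036) on chromosome 9 from 38540567 to 38545372. GPRC5C (ENSG00000170412) lies on chromosome 17 from 74424851 to 74451653, PGBD5 (ENSG00000177614) on chromosome 1 from 230314482 to 230426371 and PGPEP1 (ENSG00000130517) on chromosome 19 from 18340587 to 18369950. These calls did not hold without 5% CO2 + LPS replicate 1 or without 10% CO2 + LPS replicate 1, 2 or 3 (all 6, 0.0895 to 0.279) and without 5% CO2 + LPS replicate 2 (ANO5, SLC16A9, CYP4F33P, GPRC5C and PGBD5, 0.0558 to 0.0737).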

### 2.3. The Cellular Response to Elevated CO_2_ Is Modulated by shNR4A3

We next investigated the CO_2_-responsiveness of shNR4A3 cells, both in the basal and LPS-stimulated states. 

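Over the 6 libraries of shNR4A3 cells in the basal state, edgeR called 200 genes between 10% and 5% CO2, 99 higher and 101 lower, with 2956 genes at an unadjusted p under 0.05. With LPS it called 378, of which 165 were higher and 213 lower, with 3377 under that p. DESeq2 called 550 and 885. Biological variation was 9.67% in the basal state and 11.6% with LPS. Leaving out single libraries moved the basal number to 0 (without 10% CO2 replicate 2; 1777 genes at an unadjusted p under 0.05), 41 (without 5% CO2 replicate 2), 70 (without 10% CO2 replicate 1), 106 (without 10% CO2 replicate 3) and 365 (without 5% CO2 replicate 1). With LPS it became 1 without 10% CO2 + LPS replicate 1 or 2, 125 and 201 without 5% CO2 + LPS replicates 1 and 2, and 218 without 10% CO2 + LPS replicate 3. A term for the replicate number gave 1073 genes in the basal state. The spread estimated over all 36 libraries gave 107.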

Buffered hypercapnia (10% CO_2_) for 4 h was a robust stimulus in these cells, with 614 transcripts differentially expressed in the basal state (Figure 3A, Supplementary Table S3) and 975 transcripts in the LPS-stimulated cells (Figure 3B, Supplementary Table S4). Interestingly, this was markedly more transcripts than in sh-control and shNR4A2 cells in the basal state, suggesting that the depletion of *NR4A3* modulated the cellular response to hypercapnia somewhat differently than the depletion of *NR4A2*. 

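The difference in CO2 response between shNR4A3 and shNT cells was tested gene by gene as an interaction. edgeR called 0 genes in the basal state and 0 with LPS, with 412 and 370 at an unadjusted p under 0.05, and DESeq2 called 0 in both. The response of shNR4A3 cells was not tested directly against that of shNR4A2 cells. From the larger number of transcripts in the basal state, the paper proposes that depletion of NR4A3 modulated the response differently than depletion of NR4A2.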

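In the basal state, 50 of the 200 genes called in shNR4A3 cells (25.0%) were also called in shNT cells, against 1.23 expected by chance among the genes tested (Fisher's exact test, one-sided p = 1.17e-69). The direction was the same in all 50, and all 200 had the same sign in shNT cells. In the DESeq2 calls 181 of 550 were shared (32.9%), and in those of edgeR 95 of 1073 (8.85%) with a term for the replicate number and 63 of 107 (58.9%) with the spread of all 36 libraries. The share with 1 library left out was 0% to 48.8%. Left out singly, some libraries moved the number shared by edgeR, to 0 without shNT 5% CO2 replicate 1, shNT 10% CO2 replicate 2 or shNR4A3 10% CO2 replicate 2, 15 without shNT 5% CO2 replicate 3, 20 without shNR4A3 5% CO2 replicate 2, 22 without shNR4A3 10% CO2 replicate 1 and 84 without shNT 10% CO2 replicate 1 or 3.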

Of the 614 genes affected by hypercapnia in the basal state, 194 (or 31%) were also affected by hypercapnia in non-target control cells (Figure 3C). Of the 975 genes affected by hypercapnia in the presence of LPS, 702 (or 72%) were also affected by hypercapnia in non-target control cells (Figure 3D). 

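Of the 378 genes called in shNR4A3 cells with LPS, 246 (65.1%) were called in shNT cells, all in the same direction, against 31.0 expected by chance among the genes tested (Fisher's exact test, one-sided p = 4.33e-176). The sign was shared by 376 of the 378. DESeq2 shared 634 of its 885 calls (71.6%), and edgeR 347 of 518 (67%) with a term for the replicate number and 524 of 860 (60.9%) with the spread of all 36 libraries. Leaving out 1 library gave a share of 31% to 82.3% where more than 1 gene was called. The number shared by edgeR was 1 without shNR4A3 10% CO2 + LPS replicate 1 or 2, 94 without shNR4A3 5% CO2 + LPS replicate 1, 117 without shNT 5% CO2 + LPS replicate 1, 121 without shNT 10% CO2 + LPS replicate 2, 127 without shNT 5% CO2 + LPS replicate 2, 144 without shNR4A3 5% CO2 + LPS replicate 2, 156 without shNT 10% CO2 + LPS replicate 3 and 162 without shNR4A3 10% CO2 + LPS replicate 3.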

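On the 500 most variable genes, LPS explained 99.0% of the first principal component of the 12 shNR4A3 libraries, which held 95.8% of the variance, and CO2 explained 55.0% of the second, which held 1.26%. Leaving out 1 library at a time, CO2 explained between 48.1% and 75.2% (without 5% CO2 + LPS replicate 2) of the second component. In the 12 shNT libraries the shares explained were 99.4% of the first component (94.0% of the variance) and 61.0% of the second (1.76%). In shNR4A3 cells edgeR called 0 genes for an interaction of LPS with CO2, with 995 at an unadjusted p under 0.05, and DESeq2 called 8. The paper concludes, from its numbers of transcripts and its principal components, that hypercapnia was also a robust stimulus in shNR4A3 cells. It gives more transcripts than in control cells in the basal state and fewer with LPS.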

Taken together with the principal component analysis, Supplementary Figure S2C,D, indicate (i) that buffered hypercapnia is also a robust stimulus to change gene expression in shNR4A3 cells; (ii) that the cellular response to hypercapnia is enhanced in the presence of LPS; and (iii) that the total number of transcripts affected is greater than those seen in non-target control cells in the basal state and fewer in the presence of LPS under the same conditions. The top ten transcripts most affected by 10% CO_2_ (up and downregulated, ranked by fold change) are included in Supplementary Figure S4.

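Among called genes of basal shNR4A3 cells without overlapping libraries, the largest log2 fold changes upward were in SLC16A9, at 1.52 (standard error 0.24, adjusted p = 0.0149 by edgeR), SPATA31C1, at 1.46 (0.28, 0.0282), and LINC00638, at 1.10 (0.22, 0.0287). Downward they were in NEU4, at -1.64 (0.37, 0.0452), ENSG00000163009, at -1.22 (0.23, 0.0257), and ATP2A1, at -1.20 (0.19, 0.0149). With LPS the upper genes were TEX22, at 2.01 (0.47, 0.0477), SPATA31C1, at 1.77 (0.27, 0.0197), and IGLV2-8, at 1.76 (0.33, 0.0257). The lower ones were KCNK13, at -1.85 (0.37, 0.0301), ENSG00000272347, at -1.70 (0.30, 0.0237), and ENSG00000224014, at -1.51 (0.28, 0.0254). DESeq2 gave no adjusted p for SPATA31C1 (basal), NEU4 (basal), TEX22 (LPS), SPATA31C1 (LPS), IGLV2-8 (LPS), KCNK13 (LPS) and ENSG00000224014 (LPS). SPATA31C1 (ENSG00000230246) lies on chromosome 9 of GRCh38 from 87914493 to 87923505, LINC00638 (ENSG00000258701) on chromosome 14 from 104821201 to 104823718, NEU4 (ENSG00000204099) on chromosome 2 from 241808825 to 241817413, ENSG00000163009 (ENSG00000163009) on chromosome 2 from 10141382 to 10211725 and ATP2A1 (ENSG00000196296) on chromosome 16 from 28878405 to 28904509. TEX22 (ENSG00000226174) lies on chromosome 14 from 105398579 to 105450106, IGLV2-8 (ENSG00000278196) on chromosome 22 from 22822658 to 22823293, KCNK13 (ENSG00000152315) on chromosome 14 from 90061765 to 90185857, ENSG00000272347 (ENSG00000272347) on chromosome 5 from 1005039 to 1006623 and ENSG00000224014 (ENSG00000224014) on chromosome 1 from 247175256 to 247175525. Basal calls were lost without 10% CO2 replicate 2 (all 6, 0.168 to 0.293), without 5% CO2 replicate 2 (SPATA31C1, LINC00638, NEU4 and ENSG00000163009, 0.0751 to 0.131), without 10% CO2 replicate 3 (SPATA31C1, NEU4 and ENSG00000163009, 0.0597 to 0.0867), without 10% CO2 replicate 1 (LINC00638, NEU4 and ENSG00000163009, 0.0564 to 0.0705) and without 5% CO2 replicate 3 (LINC00638 and NEU4, 0.0636 and 0.0783). With LPS, calls were lost without 10% CO2 + LPS replicate 1 or 2 (all 6, 0.073 to 0.238), without 5% CO2 + LPS replicate 2 (TEX22, IGLV2-8, KCNK13 and ENSG00000224014, 0.0548 to 0.0822), without 5% CO2 + LPS replicate 1 (TEX22, IGLV2-8 and ENSG00000272347, 0.0517 to 0.0864), without 5% CO2 + LPS replicate 3 (TEX22, 0.109) and without 10% CO2 + LPS replicate 3 (KCNK13, 0.0625).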

### 2.4. Comparison of CO_2_ Responsiveness in Cells Depleted of NR4A2 and NR4A3

The data from Figure 2 indicates a significant overlap in transcripts affected by elevated CO_2_ in both non-target cells and shNR4A2 cells. Commonly regulated genes include those associated with mitochondrial gene expression, e.g., Mitochondrially Encoded Cytochrome C Oxidase 1 (*MT-CO1*), Mitochondrially Encoded NADH: Ubiquinone Oxidoreductase Core Subunit 4 (*MTND-4*), Mitochondrially Encoded NADH: Ubiquinone Oxidoreductase Core Subunit 4L (*MT-ND4L*) (Supplementary Figure S6) and genes involved in cellular metabolism Pyrroline-5-Carboxylate Reductase 1 (*PYCR1*) (Figure 4A,C). 

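In the basal state MT-CO1 was higher at 10% CO2 in shNT cells by a log2 fold change of 1.03 (standard error 0.20, adjusted p = 0.08) and in shNR4A2 cells by 0.75 (0.15, 0.194), called in neither by edgeR and in both by DESeq2 (0.012 and 0.00136). MT-ND4L rose by 0.89 (0.16, 0.0325) and 0.79 (0.15, 0.194). In shNT cells MT-ND4 rose by 0.96 (0.17, 0.0416). PYCR1 rose by 0.73 (0.12, 0.0325) in shNT cells and by 0.49 (0.12, 0.248; DESeq2 0.0287) in shNR4A2 cells. The interaction between these lines was -0.28 (standard error 0.27, adjusted p = 1 by edgeR) for MT-CO1, -0.11 (standard error 0.25, adjusted p = 1 by edgeR) for MT-ND4L and -0.23 (standard error 0.16, adjusted p = 1 by edgeR) for PYCR1. MT-CO1 (ENSG00000198804) lies on the mitochondrial genome of GRCh38 from 5904 to 7445, MT-ND4L (ENSG00000212907) on the mitochondrial genome from 10470 to 10766 and PYCR1 (ENSG00000183010) on chromosome 17 from 81932384 to 81942412. Of the 8 calls the paper gives for these genes, edgeR made 4, DESeq2 8, edgeR with a term for the replicate number 8 and edgeR with the spread of all 36 libraries 2. Calls in shNT cells were lost without 5% CO2 replicate 1 or 3 or without 10% CO2 replicate 2 (all 3, 0.0548 to 0.291) and without 10% CO2 replicate 1 (MT-ND4, 0.105). In turn, shNT cells had a call of MT-CO1 without 5% CO2 replicate 2 or 10% CO2 replicate 3 (MT-CO1, 0.00378 to 0.0409).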

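TNF was lower at 10% CO2 in the basal state of shNR4A2 cells, with a log2 fold change of -1.11 (standard error 0.23, adjusted p = 0.194 by edgeR, 0.00136 by DESeq2). The change was -0.91 (0.29, 0.208; DESeq2 0.21) in shNT cells, and the interaction between these lines was -0.20 (standard error 0.43, adjusted p = 1 by edgeR). NR4A3 was higher at 10% CO2 with LPS in shNR4A2 cells by 0.65 (0.12, 0.0597; DESeq2 0.0011), and by 0.23 (0.08, 0.106) in shNT cells. Its interaction was 0.44 (standard error 0.15, adjusted p = 1 by edgeR). With a term for the replicate number NR4A3 was called in shNR4A2 cells (0.0227) and TNF in the basal state was not (0.218). The spread of all 36 libraries gave 0.00783 for NR4A3 and 0.0867 for TNF. The call was also made without 5% CO2 + LPS replicate 3 (0.0143). TNF (ENSG00000232810) lies on chromosome 6 of GRCh38 from 31575567 to 31578336 and NR4A3 (ENSG00000119508) on chromosome 9 from 99821855 to 99866891.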

Genes associated with immune signalling, e.g., Tumour Necrosis Factor (*TNF*) (Figure 2C and Supplementary Figure S7B) and *NR4A3* (Figure 2D and Supplementary Figure S9C) were selectively CO_2_ sensitive in shNR4A2 cells. Similarly, the data from Figure 3 indicates a significant overlap of transcripts affected by CO_2_ in both non-target cells and shNR4A3 cells. 

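In shNR4A3 cells in the basal state PYCR1 was higher at 10% CO2 by a log2 fold change of 0.40 (standard error 0.09, adjusted p = 0.046 by edgeR, 0.0105 by DESeq2), with the 3 libraries at 10% above the 3 at 5%. The call was lost without 5% CO2 replicate 1 or 3 or without 10% CO2 replicate 1, 2 or 3 (0.0621 to 0.315). The same adjusted p was 0.0576 with counts thinned to the smallest library and 0.0546 with the spread of all 36 libraries. MT-ND4 was higher at 10% CO2 by 0.80 (0.48, 0.506) in these cells, with an interaction against shNT cells of -0.17 (standard error 0.54, adjusted p = 1 by edgeR).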

Commonly regulated genes include those associated with cellular metabolism (*PYCR1*) (Figure 4A,C); however, the signature for mitochondrial and metabolism-associated genes is less striking in shNR4A3 cells (Supplementary Figure S8). 

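NR4A1 was lower at 10% CO2 in basal shNR4A3 cells, with a log2 fold change of -0.80 (standard error 0.22, adjusted p = 0.0878 by edgeR, 0.0193 by DESeq2). It changed by -0.39 (0.16, 0.272) in shNT and -0.37 (0.17, 0.612) in shNR4A2 cells, and the interaction of shNR4A3 with shNT cells was -0.41 (standard error 0.30, adjusted p = 1 by edgeR). With a term for the replicate number the gene was called in shNR4A3 cells (0.0438). So it was without 5% CO2 replicate 1 (0.0162). With LPS, SLAMF1 was higher in shNR4A3 cells by 1.81 (0.46, 0.079; DESeq2 0.00403), in shNT cells by 0.98 (0.42, 0.207; DESeq2 0.0299) and in shNR4A2 cells by 1.37 (0.37, 0.138; DESeq2 0.00552). A term for the replicate number did not call it in shNR4A3 cells (0.096), and the spread of all 36 libraries did (0.0252). Its interaction between shNR4A3 and shNT cells was 0.84 (standard error 0.73, adjusted p = 1 by edgeR). In shNR4A3 cells at 5% CO2 with LPS, SLAMF1 had between 4 and 36 counts per library. In shNR4A3 cells SLAMF1 was called without 5% CO2 + LPS replicate 3 (0.0307). In shNT cells it was called without 5% CO2 + LPS replicate 3 (0.00233). NR4A1 (ENSG00000123358) lies on chromosome 12 of GRCh38 from 52022832 to 52059507 and SLAMF1 (ENSG00000117090) on chromosome 1 from 160608100 to 160647295.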

Genes associated with immune signalling, e.g., *NR4A1* (Figure 3C, Supplementary Figure S9A) and Signalling Lymphocytic Activation Molecule Family Member 1 (*SLAMF1*) (Figure 3D, Supplementary Figure S4B) were selectively CO_2_ sensitive in shNR4A3 cells.

From our comparisons of the CO_2_ sensitivity of shNR4A2 cells and shNR4A3 cells compared to shNT cells, we observed several genes whose response to hypercapnia was conserved in *NR4A2* or *NR4A3*-deficient cells, as well as genes that were uniquely sensitive to CO_2_. 

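in TPM, computed from the counts and the gene lengths the files give, TNF fell from 72.6 ± 21.6 (SD, n = 3) at 5% CO2 to 32.2 ± 8.97 at 10% CO2 in basal shNR4A2 cells. It fell from 65.3 ± 11.8 to 32.7 ± 14.1 in shNT cells and from 31.4 ± 10.8 to 16.4 ± 7.46 in shNR4A3 cells. In shNR4A3 cells the log2 fold change of TNF was -0.93 (standard error 0.37, adjusted p = 0.29 by edgeR, 0.252 by DESeq2), and its interaction with shNT cells was -0.02 (standard error 0.56, adjusted p = 1 by edgeR).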

Examination of RNA-sequencing (RNA-seq) transcript per million (TPM) data from the uniquely sensitive transcripts revealed that while some transcripts failed to reach the threshold for CO_2_ sensitivity, the mean trends were qualitatively similar to those observed in the other cell types, e.g., *TNF* is selectively decreased in response to CO_2_ in the basal state in shNR4A2 cells; however, a decrease is also observed in shNT cells and shNR4A3 cells (albeit non-significantly) (Supplementary Figure S7B). Similarly, there were transcripts that were clearly affected by shNR4A2 on a basal level, e.g., Wnt Family Member 7B (*WNT7B*), but retained an equivalent level of CO_2_ sensitivity (Supplementary Figure S7A). Thus, the data generated to date indicates that NR4A family members *NR4A1-3* are CO_2_-sensitive transcripts in monocytes and selectively modulate elements of the monocyte response to buffered hypercapnia without being master regulators.

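WNT7B was higher in shNR4A2 than in shNT cells at 5% CO2 by a log2 fold change of 1.65 (standard error 0.25, adjusted p = 0.00202 by edgeR), with 37.5 ± 13.3 against 11.9 ± 2.99 TPM (SD, n = 3). At 10% CO2 the difference was 1.55 (0.16, 3.18e-06), with 21.2 ± 3.72 against 7.04 ± 1.68. The response to 10% CO2 was -0.67 (0.20, 0.141) in shNT and -0.77 (0.21, 0.35) in basal shNR4A2 cells, called in neither, with an interaction of -0.10 (standard error 0.35, adjusted p = 1 by edgeR). WNT7B (ENSG00000188064) lies on chromosome 22 of GRCh38 from 45920362 to 45977129.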

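NR4A2 itself was lower at 10% CO2 in every line, with log2 fold changes of -0.56 (standard error 0.25) in shNT, -0.66 (0.28) in shNR4A2 and -0.46 (0.22) in shNR4A3 cells in the basal state. With LPS they were -0.26 (0.11), -0.41 (0.18) and -0.22 (0.13). None of these passed the threshold (edgeR, adjusted p 0.143 to 0.559). NR4A2 (ENSG00000153234) lies on chromosome 2 of GRCh38 from 156324432 to 156342348. The paper concludes that the NR4A family members are CO2-sensitive and modulate elements of the response without being master regulators. It draws on its data up to that point, not on these libraries alone. They include an RT-qPCR time course in untransformed THP-1 cells with a longer CO2 exposure and several times of LPS. There NR4A2 was lower and NR4A3 higher at 10% CO2 at some of the times, and NR4A2 protein was decreased.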

#### Many Genes Are Commonly Regulated by CO_2_ in shNT, shNR4A2, and shNR4A3 Cells

We next exploited the similarities in the responses of our three different cell lines to elevated CO_2_. 

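At 5% CO2 in the basal state, edgeR called 1008 genes between shNR4A2 and shNT cells, 570 higher and 438 lower in shNR4A2 cells, with 3551 at an unadjusted p under 0.05. Between shNR4A3 and shNT cells it called 1097, of which 596 were higher and 501 lower, with 3376 under that p. In both comparisons the libraries with one replicate number resembled each other over genes with a mean CPM of 10 or more (correlations of 0.544, 0.654 and 0.583 for shNR4A2, and of 0.355, 0.303 and 0.538 for shNR4A3), and with a term for that number 3803 and 2299 genes were called. The number for shNR4A2 cells was 507 without shNT 5% CO2 replicate 3 and 587 without shNT 5% CO2 replicate 2. That for shNR4A3 cells was 667 without shNT 5% CO2 replicate 2, 668 without shNT 5% CO2 replicate 3, 710 without shNR4A3 5% CO2 replicate 1 and 726 without shNR4A3 5% CO2 replicate 3.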

We reasoned that transcripts that were consistently CO_2_ sensitive across three genetically modified THP-1 cell lines (with very different basal transcription of 100s of genes due to shNR4A2 or shNR4A3 [15]) represent particularly robustly CO_2_ responsive transcripts. These data relating to core CO_2_-responsive genes can enhance our understanding of the cellular response to hypercapnia in monocytes with and without LPS treatment.

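In the basal state edgeR called 0 genes in all 3 cell lines, and 624 had an unadjusted p under 0.05 with the same direction in each. With DESeq2, 21 genes were called in all lines. A term for the replicate number gave 63, and the spread estimated over all 36 libraries gave 22. The edgeR number was 3 without shNR4A2 5% CO2 replicate 3.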

In the basal state, 27 genes were commonly differentially expressed across all 3 groups (Figure 4A). These included genes involved in cellular metabolism (*PYCR1*, Aldehyde dehydrogenase 1 Family Member B1 (*ALDH1B1*)), regulation of calcium (Cluster of Differentiation 38 (*CD38*), Sarcoplasmic/Endoplasmic Reticulum Calcium ATPase1 (*ATP2A1*), and serpin peptidase inhibitors Serpin Family B Member 2 (*SERPINB2*) and Serpin Family H Member 1 (*SERPINH1*)). 

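ALDH1B1 was higher at 10% CO2 by log2 fold changes of 0.38 (standard error 0.09, adjusted p = 0.082 by edgeR) in shNT, 0.48 (0.12, 0.255) in shNR4A2 and 0.53 (0.09, 0.0149) in shNR4A3 cells. CD38 was lower, with -0.63 (0.13, 0.0417), -0.78 (0.16, 0.194) and -0.55 (0.11, 0.0287) in the same order. ATP2A1 changed by -1.21 (0.23, 0.0325) in shNT and -1.03 (0.21, 0.194) in shNR4A2 cells. SERPINB2 rose by 0.99 (0.19, 0.0325), 0.82 (0.18, 0.194) and 0.85 (0.12, 0.00884), and SERPINH1 by 0.56 (0.11, 0.0363), 0.57 (0.14, 0.257) and 0.48 (0.08, 0.0189). With PYCR1 these genes make 18 comparisons, all in one direction per gene, of which edgeR called 11, DESeq2 18 and edgeR with a term for the replicate number 17. That term gave all 6 genes a call in basal shNR4A2 cells. No interaction between lines was called for any of them (adjusted p of 1). ALDH1B1 (ENSG00000137124) lies on chromosome 9 of GRCh38 from 38392664 to 38398661, CD38 (ENSG00000004468) on chromosome 4 from 15778275 to 15853230, SERPINB2 (ENSG00000197632) on chromosome 18 from 63871692 to 63903890 and SERPINH1 (ENSG00000149257) on chromosome 11 from 75562056 to 75572783. In shNT cells calls were lost without 5% CO2 replicate 1 or 10% CO2 replicate 2 (all 4, 0.22 to 0.362), without 5% CO2 replicate 3 (CD38, ATP2A1 and SERPINH1, 0.0617 to 0.0735), without 10% CO2 replicate 3 (CD38, 0.0607) and without 5% CO2 replicate 2 (SERPINH1, 0.0525). One was gained without 10% CO2 replicate 1 (ALDH1B1, 0.0422). In shNR4A3 cells calls were lost without 10% CO2 replicate 2 (all 5, 0.131 to 0.227) and without 5% CO2 replicate 2 or 10% CO2 replicate 3 (CD38, 0.0854 to 0.0892). In shNR4A2 cells a call was made without 5% CO2 replicate 3 (CD38, 0.0258).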

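The 13 genes encoded by the mitochondrial genome were higher at 10% CO2 in 13, 13 and 12 cases in basal shNT, shNR4A2 and shNR4A3 cells, with median log2 fold changes of 0.69, 0.57 and 0.53. As a set, their test with limma's fry gave 0.11, 0.105 and 0.504 as p adjusted over the 20 set tests run. Called by edgeR over all genes were 3, 1 and 0 of the 13; adjusted over the list alone they were 8, 10 and 0, and DESeq2 called 6, 6 and 0. With a term for the replicate number, by which the basal shNR4A2 libraries paired, edgeR called 11, 11 and 0. Of the 12 calls the paper gives for its mitochondrial genes, edgeR made 4 and DESeq2 11. That term made 12, and the spread of all 36 libraries 0. With a preset correlation of 0.01, camera passed the set in all 3 lines (adjusted p = 0.0152 in shNR4A3 cells), and none of these calls held under fry. MT-CO2 rose by 0.64 (standard error 0.19, adjusted p = 0.175 by edgeR) in shNT, 0.49 (0.12, 0.233) in shNR4A2 and 0.34 (0.26, 0.592) in shNR4A3 cells. MT-CO3 rose by 0.83 (0.19, 0.0914), 0.64 (0.12, 0.194) and 0.48 (0.44, 0.672), and MT-ND5 by 0.69 (0.14, 0.0447), 0.61 (0.14, 0.233) and 0.60 (0.41, 0.554). In shNR4A2 cells that term gave an adjusted p of 0.00706 for MT-CO2, 0.00364 for MT-CO3 and 0.00271 for MT-ND5. In shNR4A3 cells MT-CO1 rose by 0.66 (0.50, 0.599) and MT-ND4L by 0.77 (0.47, 0.509). The interaction of the 13 genes between shNR4A3 and shNT cells had a median of -0.14 (limma's fry, adjusted p = 0.79). It was 0.12 without shNR4A3 10% CO2 replicate 3 and -0.43 without shNR4A3 5% CO2 replicate 2. The median in shNR4A3 cells was 0.80 and 0.25 without these libraries. MT-CO2 (ENSG00000198712) lies on the mitochondrial genome of GRCh38 from 7586 to 8269, MT-CO3 (ENSG00000198938) on the mitochondrial genome from 9207 to 9990 and MT-ND5 (ENSG00000198786) on the mitochondrial genome from 12337 to 14148. The shNT call of MT-ND5 was lost without 5% CO2 replicate 1 or 3 or without 10% CO2 replicate 2 (0.103 to 0.312). In shNT cells further genes were called without 5% CO2 replicate 2 (MT-CO2 and MT-CO3, 0.00135 and 0.00378) and without 10% CO2 replicate 3 (MT-CO3, 0.0291).

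**Figure D1:**
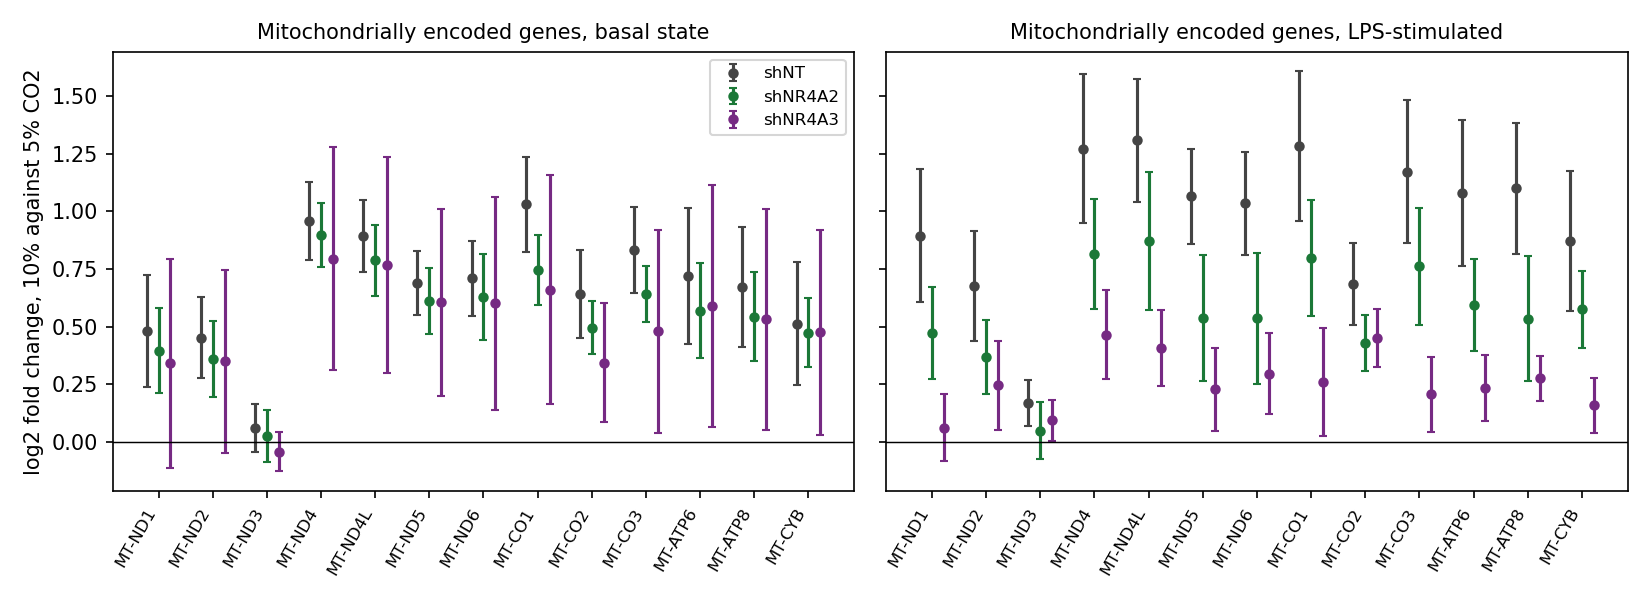
Log2 fold change between 10% and 5% CO2 (y axis) of the 13 mitochondrially encoded genes (x axis) in shNT, shNR4A2 and shNR4A3 cells, in the basal state and with LPS. Points are edgeR estimates and bars their standard errors; the bars of basal shNR4A3 cells are longer than those of the other lines.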

The mitochondrial oxidative phosphorylation (OXPHOS) genes (*MT-CO1, MT-CO2, MT-CO3, MT-ND4, MT-ND4L*, and *MT-ND5*) were significantly differentially expressed in hypercapnia in shNT and shNR4A2 cells, but not in shNR4A3 cells in the basal state.

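With LPS, 17 genes were called by edgeR in all 3 cell lines. They were ANO5, CCDC85A, CYTH2, EVI2B, FRY, HUWE1, MDN1, PGPEP1, PM20D2, POLR1A, REPIN1, SFXN3, SIK3, SLC16A9, SLC4A7, TBC1D9 and URB1. DESeq2 called 339 genes in all 3 lines, the spread of all 36 libraries gave 362, a term for the replicate number 179, and scaling by library size only 0. An unadjusted p under 0.05 in the same direction in every line was found for 1429 genes. The number called was 0 without shNR4A2 5% CO2 + LPS replicate 1 or without shNR4A2 10% CO2 + LPS replicate 1, 2 or 3 or without shNR4A3 10% CO2 + LPS replicate 1 or 2, 8 without shNR4A2 5% CO2 + LPS replicate 2, 11 without shNR4A3 5% CO2 + LPS replicate 1 and 171 without shNR4A2 5% CO2 + LPS replicate 3.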

In the presence of LPS, there were 360 common differentially expressed genes (DEGs) across all 3 groups (Figure 4B). This included genes involved in inflammation (Nucleotide-Binding Oligomerisation Domain, Leucine Rich Repeat and Pyrin Domain Containing 3 (*NLRP3*)), calcium signalling (Calcium/Calmodulin Dependent Protein Kinase II Gamma (*CAMK2G*), Calcium Voltage-Gated Channel Auxiliary Subunit Alpha-2/Delta-3 (*CACNA2D3*)) and solute carriers (e.g., Solute Carrier Family 6 (Neurotransmitter Transporter, Taurine), Member 6 (*SLC6A6*), Solute Carrier Family 16 (Monocarboxylic Acid Transporters), Member 9 (*SLC16A9*), Solute Carrier Family 17 (Acidic Sugar Transporter), Member 5 (*SLC17A5*), Solute Carrier Family 39 (Metal Ion Transporter), Member 8 (*SLC39A8*), Solute Carrier Family 39 (Metal Ion Transporter), Member 14 (*SLC39A14*)). 

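NLRP3 was lower at 10% CO2 with LPS, with log2 fold changes of -0.60 (standard error 0.12, adjusted p = 0.0184 by edgeR) in shNT, -0.68 (0.21, 0.184) in shNR4A2 and -0.51 (0.11, 0.0383) in shNR4A3 cells. In the same order, CAMK2G changed by -0.59 (0.11, 0.00841), -0.57 (0.14, 0.0949) and -0.73 (0.13, 0.0228), and CACNA2D3 by -0.47 (0.14, 0.0601), -0.88 (0.21, 0.0949) and -0.92 (0.16, 0.0237). Of the solute carriers, SLC6A6 changed by -1.17 (0.31, 0.085), -0.91 (0.14, 0.0302) and -1.26 (0.16, 0.0194), and SLC17A5 by -0.59 (0.12, 0.0134), -0.76 (0.16, 0.0805) and -0.83 (0.14, 0.0212). SLC16A9 rose by 1.66 (0.31, 0.0216) in shNT and 1.31 (0.25, 0.0377) in shNR4A3 cells. SLC39A8 rose by 0.60 (0.12, 0.0155), 0.82 (0.22, 0.149) and 0.63 (0.26, 0.262), and SLC39A14 by 0.87 (0.07, 0.000186), 0.52 (0.11, 0.0692) and 0.57 (0.08, 0.0194). Of these 24 comparisons, all in one direction per gene, edgeR called 15 and DESeq2 23, the exception being CACNA2D3 in shNT cells (0.0743). No interaction between lines was called for any of the 8 genes (adjusted p of 1). NLRP3 (ENSG00000162711) lies on chromosome 1 of GRCh38 from 247416156 to 247449108, CAMK2G (ENSG00000148660) on chromosome 10 from 73812501 to 73874591, CACNA2D3 (ENSG00000157445) on chromosome 3 from 54122547 to 55074557 and SLC6A6 (ENSG00000131389) on chromosome 3 from 14402576 to 14489349. SLC17A5 (ENSG00000119899) lies on chromosome 6 from 73593379 to 73654155, SLC39A8 (ENSG00000138821) on chromosome 4 from 102251041 to 102431258 and SLC39A14 (ENSG00000104635) on chromosome 8 from 22367249 to 22434129. Of the shNT calls, some were lost without 5% CO2 + LPS replicate 2 or 10% CO2 + LPS replicate 2 (NLRP3, SLC16A9, SLC17A5 and SLC39A8, 0.0524 to 0.0899), without 5% CO2 + LPS replicate 1 (NLRP3, SLC17A5 and SLC39A8, 0.0517 to 0.0565) and without 10% CO2 + LPS replicate 3 (NLRP3 and SLC16A9, 0.0573 and 0.0587). Others were gained in shNT cells without 10% CO2 + LPS replicate 1 (SLC6A6, 0.0143). The shNR4A2 call of SLC6A6 was lost without 5% CO2 + LPS replicate 1 or 2 or without 10% CO2 + LPS replicate 1, 2 or 3 (0.0654 to 0.188). Further genes were called in shNR4A2 cells without 5% CO2 + LPS replicate 3 (NLRP3, CAMK2G, CACNA2D3, SLC17A5, SLC39A8 and SLC39A14, 0.00474 to 0.0275). Of the shNR4A3 calls, some were lost without 10% CO2 + LPS replicate 1 or 2 (all 7, 0.059 to 0.19), without 5% CO2 + LPS replicate 1 (NLRP3, CACNA2D3 and SLC16A9, 0.0568 to 0.0853), without 10% CO2 + LPS replicate 3 (NLRP3 and SLC16A9, 0.0649 and 0.0734) and without 5% CO2 + LPS replicate 2 (NLRP3, 0.0702).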

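HSP90AA1 was higher at 10% CO2 with LPS by log2 fold changes of 0.65 (standard error 0.19, adjusted p = 0.1 by edgeR) in shNT, 0.41 (0.13, 0.15) in shNR4A2 and 0.69 (0.14, 0.0442) in shNR4A3 cells. HSPA1A rose by 0.73 (0.25, 0.124), 0.88 (0.26, 0.173) and 1.55 (0.41, 0.132), and DNAJA1 by 0.76 (0.20, 0.0727), 0.59 (0.19, 0.18) and 0.63 (0.20, 0.166). DESeq2 called these 3 genes in all 3 lines. HSPA1A and HSPA1B are near-identical copies, so reads may be lost or misassigned between them; HSPA1B rose by 0.57, 0.59 and 1.26. HSPH1 rose by 1.44 (0.37, 0.0927; DESeq2 0.00529), 1.17 (0.34, 0.184; DESeq2 0.0924) and 1.38 (0.31, 0.0961; DESeq2 0.00195). HSPA4 rose by 0.27 (0.07, 0.0433; DESeq2 0.0278), 0.14 (0.10, 0.526; DESeq2 0.604) and 0.28 (0.08, 0.0881; DESeq2 0.0561). Of the 13 calls the paper gives for these genes, edgeR made 2, DESeq2 12, edgeR with the spread of all 36 libraries 7 and edgeR with a term for the replicate number 0. Over a list of 20 chaperone genes written before the data were examined, 20, 20 and 20 were higher at 10% CO2 in the 3 lines, with medians of 0.62, 0.43 and 0.67 and fry adjusted p of 0.101 in each. Called were 7, 0 and 7 by edgeR over all genes and 15, 12 and 18 when adjusted over the list alone. DESeq2 called 14, 8 and 13, and edgeR with a term for the replicate number 6, 5 and 4. camera with a preset correlation passed the list in all lines. fry passed it in none on the libraries of each comparison, and in all with the spread of all 36 libraries (adjusted p = 0.00172, 0.0136 and 0.000828). The list holds HSP90AA1, HSPA1A, DNAJA1, HSPH1 and HSPA4, which the paper named on these samples. Part of the paper's tables had also been seen before, so that the list is not wholly independent evidence. HSP90AA1 (ENSG00000080824) lies on chromosome 14 of GRCh38 from 102080738 to 102139699, HSPA1A (ENSG00000204389) on chromosome 6 from 31815464 to 31817946 and DNAJA1 (ENSG00000086061) on chromosome 9 from 33025211 to 33039907. HSPA1B (ENSG00000204388) lies on chromosome 6 from 31827735 to 31830255, HSPH1 (ENSG00000120694) on chromosome 13 from 31134974 to 31162388 and HSPA4 (ENSG00000170606) on chromosome 5 from 133051962 to 133106449. In shNT cells the call of HSPA4 was lost without 5% CO2 + LPS replicate 1 or 2 or without 10% CO2 + LPS replicate 1 or 2 (0.0841 to 0.201). Others were gained there without 10% CO2 + LPS replicate 3 (HSP90AA1 and HSPA1A, 0.0413 to 0.0437) and without 5% CO2 + LPS replicate 3 (DNAJA1 and HSPH1, 0.0122 and 0.0422). With LPS, shNR4A2 cells gained calls without 5% CO2 + LPS replicate 3 (HSPA1A, DNAJA1 and HSPH1, 0.00188 to 0.0481). The call of HSP90AA1 in shNR4A3 cells was lost without 5% CO2 + LPS replicate 1, 2 or 3 or without 10% CO2 + LPS replicate 1 or 2 (0.0579 to 0.21). These cells gained a call without 10% CO2 + LPS replicate 3 (HSPA1A, 0.00249).

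**Figure D2:**
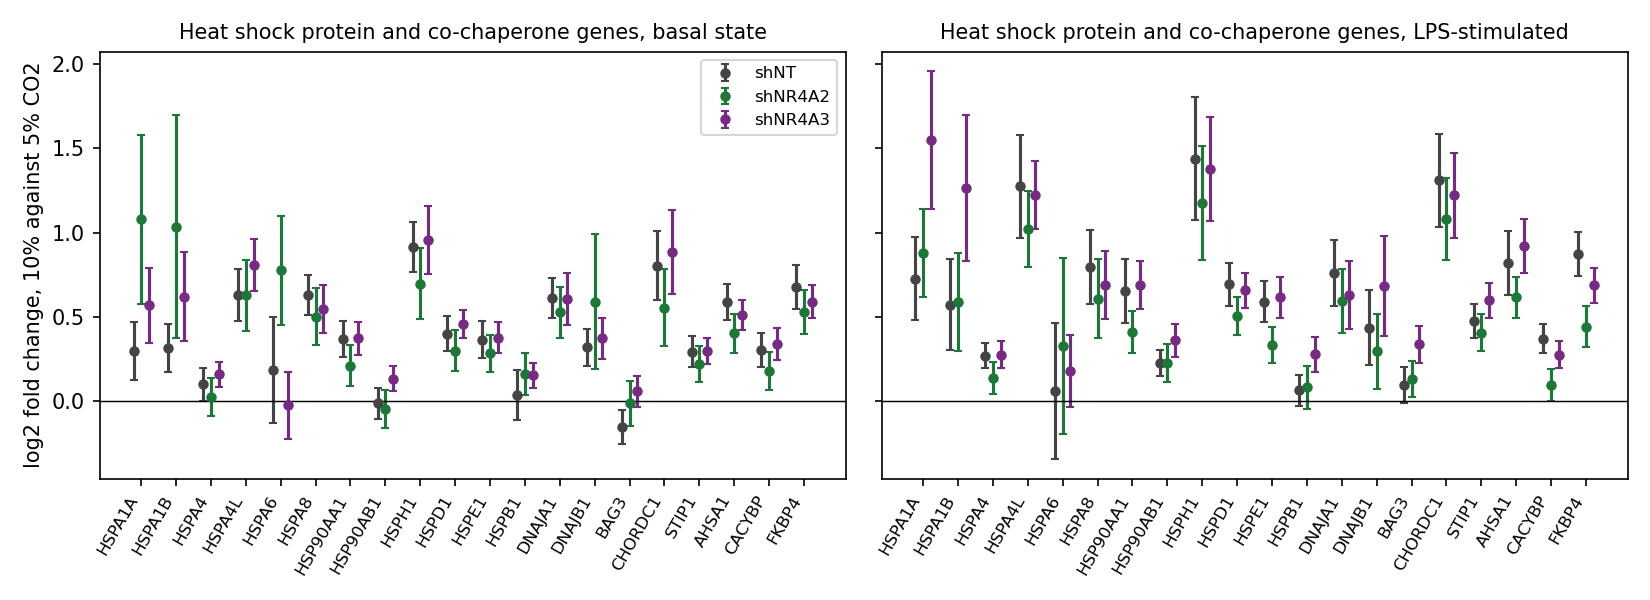
Log2 fold change between 10% and 5% CO2 (y axis) of the 20 chaperone genes (x axis) in shNT, shNR4A2 and shNR4A3 cells, in the basal state and with LPS. Points are edgeR estimates and bars their standard errors; with LPS all 20 genes lie above 0 in every line.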

While some of the chaperone proteins were common to all three groups (e.g., Heat Shock Protein 90 Alpha Family Class A Member 1 (*HSP90AA1*), Heat Shock Protein Family A (*HSP70*) Member 1A (*HSPA1A*) (Supplementary Figure S7C), DNAJ Heat Shock Protein Family (*Hsp40*) Member A1 (*DNAJA1*)), others were sensitive in shNT and shNR4A3 cells, but not shNR4A2 (e.g., Heat Shock Protein Family H (Hsp110) Member 1 (*HSPH1*) (Supplementary Figure S7D), Heat Shock Protein Family A(HSP70) Member 4 (*HSPA4*)).

Finally, we compared the 27 genes commonly differentially expressed in hypercapnia in the basal state with the 360 common DEGs in the presence of LPS. The resulting list had nine common genes. These genes followed strikingly similar patterns of differential expression in response to hypercapnia (Serine and Arginine Rich Splicing Factor 5 (*SRSF5*), Dipeptidyl Peptidase 8 (*DPP8*), Alpha 1,4,-Galactosyltransferase (*A4GALT*), *SLC6A6*, Cytohesin 2 (*CYTH2*) downregulated (Figure 4D, Supplementary Figure S10A–E), (Ribosomal RNA Processing 9, U3 Small Nucleolar RNA Binding Protein (*RRP9*), Serpin Family H Member 1 (*SERPINH1*), RNA Polymerase 1 Subunit A (*POLR1A*), Dipthamide Biosynthesis (*DPH5*) upregulated (Figure 4D, Supplementary Figure S10F–I), regardless of LPS or *NR4A2/NR4A3* depletion, thus representing a cluster of fundamental gene signatures in response to elevated CO_2_.

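edgeR called 0 genes in all 3 lines both with and without LPS, and 313 genes had an unadjusted p under 0.05 in all 6 comparisons with the same direction in each. DESeq2 called 8 such genes, of which 7 are among those the paper names. edgeR called 19 with a term for the replicate number and 8 with the spread of all 36 libraries, of which 5 and 2 are among those the paper names.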

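Of the lower genes, CYTH2 had log2 fold changes of -0.61 (standard error 0.12, adjusted p = 0.0389 by edgeR), -0.63 (0.12, 0.194) and -0.62 (0.08, 0.00643) in basal shNT, shNR4A2 and shNR4A3 cells. With LPS they were -0.77 (0.08, 0.00205), -0.74 (0.12, 0.037) and -0.65 (0.08, 0.0177). Over the 6 comparisons SRSF5 lay between -0.64 and -0.46, DPP8 between -0.61 and -0.50, A4GALT between -0.86 and -0.69 and SLC6A6 between -1.26 and -0.65. Of the higher genes, POLR1A lay between 0.47 and 0.76, RRP9 between 0.38 and 0.57, SERPINH1 between 0.48 and 0.89 and DPH5 between 0.61 and 0.91. Over all genes tested, edgeR called 7 (basal) and 7 (LPS) of the 9 in shNT cells, 0 and 3 in shNR4A2 cells and 8 and 7 in shNR4A3 cells. DESeq2 called 9, 9, 7, 8, 9 and 9 in that order. With a term for the replicate number edgeR called all 9 in basal shNR4A2 cells (CYTH2, adjusted p = 0.00271). No interaction between lines was called for any of them (adjusted p of 1). CYTH2 (ENSG00000105443) lies on chromosome 19 of GRCh38 from 48469032 to 48482314, SRSF5 (ENSG00000100650) on chromosome 14 from 69726900 to 69772005, DPP8 (ENSG00000074603) on chromosome 15 from 65442463 to 65517704 and A4GALT (ENSG00000128274) on chromosome 22 from 42692121 to 42721298. POLR1A (ENSG00000068654) lies on chromosome 2 from 86020216 to 86106155, RRP9 (ENSG00000114767) on chromosome 3 from 51933430 to 51941941 and DPH5 (ENSG00000117543) on chromosome 1 from 100989623 to 101026088. The basal call of CYTH2 in shNT cells was lost without 5% CO2 replicate 1 or 2 or without 10% CO2 replicate 2 (0.0597 to 0.362). Its call in shNR4A2 cells was lost without 5% CO2 + LPS replicate 1 or 2 or without 10% CO2 + LPS replicate 1, 2 or 3 (0.0698 to 0.279). In basal shNR4A3 cells it was lost without 10% CO2 replicate 2 (0.0815). In shNR4A3 cells with LPS it was lost without 10% CO2 + LPS replicate 1 or 2 (0.073 and 0.0855).

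**Figure D3:**
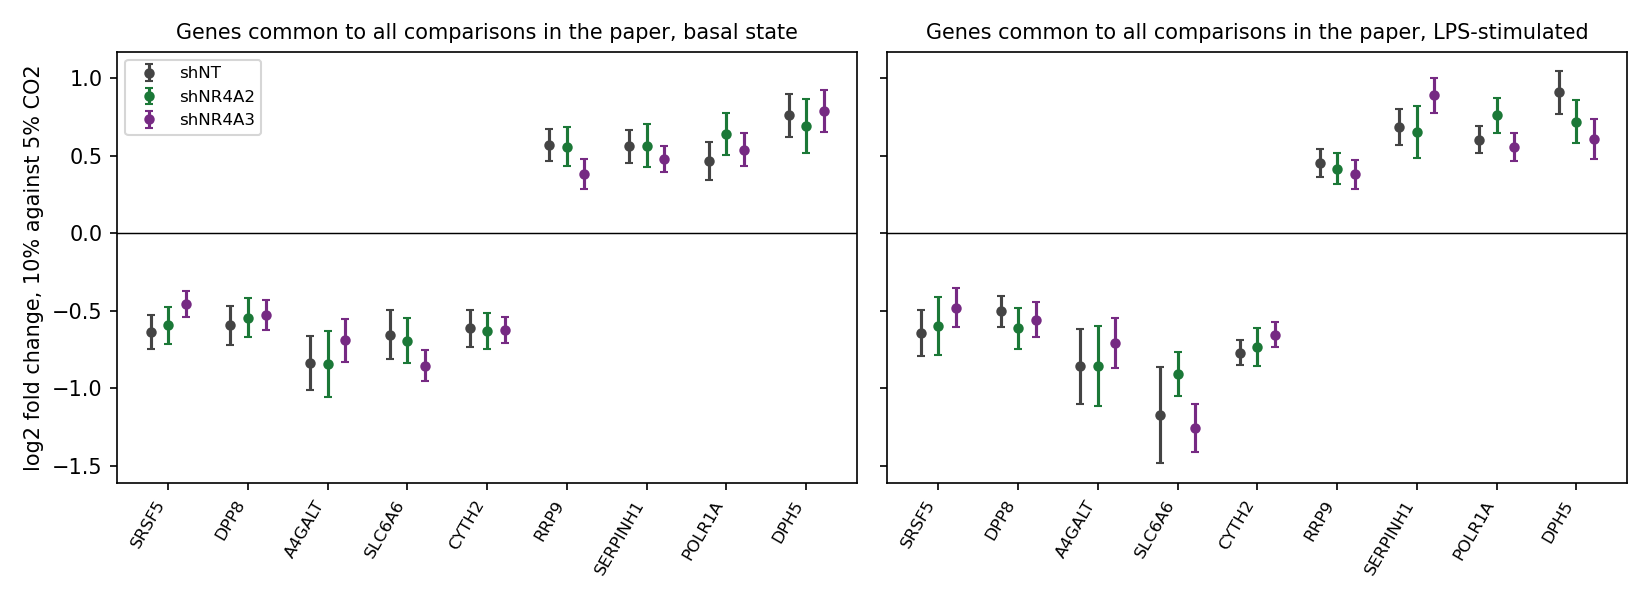
Log2 fold change between 10% and 5% CO2 (y axis) of the 9 genes the paper lists (x axis) in shNT, shNR4A2 and shNR4A3 cells, in the basal state and with LPS. Points are edgeR estimates and bars their standard errors; 5 genes lie below 0 and 4 above 0 in all 6 comparisons.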

### 2.5. ETS-1 Is a CO_2_ Responsive Transcription Factor in Monocytes

To better understand the transcriptional regulation of transcripts in response to elevated CO_2_ in monocytes, we performed MetaCore Transcriptional Analysis to determine the most interacted transcription factors with CO_2_-dependent transcripts in shNT-, shNR4A2, and shNR4A3 cells + LPS. The most interacted transcription factors are ranked by z-score in Supplementary Table S5. The most consistently CO_2_ dependent interacted transcription factors with the highest z-scores were RUNX Family Transcription Factor 1 (AML1), SRY (Sex Determining Region Y)-Box 17 (SOX17), T-Cell Acute Lymphocytic Leukaemia Protein 1 (TAL1), ETS-1, and LIM Domain Only 2 (LMO2).

To narrow our search for associated transcription factors further, we next interrogated the EnCyclopedia of DNA Elements (ENCODE) project website (www.encodeproject.org) with nine fundamental gene signatures in response to CO_2_ (Figure 4D, Supplementary Figure S10), and investigated the evidence for regulation of these genes by our five highest scoring transcription factors. Interestingly, we identified ETS-1 as a putative transcriptional regulator of all nine CO_2_-sensitive genes in Figure 4D. For this reason, we next focused our attention on ETS-1. Given that ETS-1 is a nuclear transcription factor, we investigated the CO_2_-sensitivity of this protein in monocytes exposed to normocapnia or hypercapnia under pH-buffered conditions. Western blot analysis of nuclear lysates revealed a CO_2_-dependent increase in the nuclear expression of the ETS-1 protein, supporting the concept that this transcription factor is involved in CO_2_-dependent gene expression (Figure 5A,B). Lamin (acting as a control for nuclear protein expression) was not changed by the exposure to CO_2_ under the same conditions (Figure 5C,D). Taken together, these data further implicate ETS-1 as a novel CO_2_-responsive transcription factor in monocytes.

## 3. Discussion

The primary aim of this study was to investigate the role of NR4A2 and NR4A3 in CO_2_-dependent signalling in monocytes. As discussed in the introduction, we hypothesised that these members of the nuclear receptor family may represent master regulators of the cellular response to CO_2_. Our initial experiments demonstrated a temporal response of NR4A family members to LPS (Figure 1). All three NR4A family members were rapidly induced at the transcript level in response to LPS, with *NR4A3* showing the highest level of induction relative to controls. The rapid induction of NR4A mRNA has previously been demonstrated in THP-1 monocytes, with similar observations regarding *NR4A3* [27,28]. We noted various sensitivities of the different NR4A family members to CO_2_ concentrations in THP-1 cells. *NR4A1* showed the least sensitivity. *NR4A2* expression was reduced in hypercapnia, with lower expression at both 2 h and 4 h of LPS stimulation in 10% CO_2_ compared to 5% CO_2_. For *NR4A3*, the maximal increase in NR4A3 mRNA expression in response to LPS shifted from 4 h at 5% CO_2_ to 2 h at 10% CO_2_. Taken together, these data suggest a CO_2_-dependent shift in the temporal response of NR4A family members *NR4A2* and *NR4A3* to LPS (Figure 1). This is associated with a reduction in NR4A2 protein levels in hypercapnia (Supplementary Figure S1). Interestingly, microarray data from human macrophages stimulated with LPS found *NR4A2* to be the most highly upregulated gene following a 90-minute exposure to hypercapnia-acidosis (20% CO_2_) [20]. While *NR4A2* was not the focus of the Casalino-Matsuda study, it further supports the idea that environmental CO_2_ conditions shape the cellular response to inflammatory stimuli.

Given the CO_2_ sensitivity of *NR4A2* and *NR4A3* to CO_2_ in this model, we investigated the impact of depletion of these genes in our model of buffered hypercapnia. In the basal state, depletion of *NR4A2* decreased the number of genes significantly differentially expressed in hypercapnia compared to shNT cells (Figure 2A,C), while depletion of *NR4A3* increased this number in the basal state (Figure 3A,C). This could suggest that in the basal state, *NR4A2* has a role in the regulation of CO_2_-sensitive genes, while *NR4A3* may act to attenuate the effect of hypercapnia on gene expression. 

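Set side by side for the basal state, the ordering of the cell lines by the number of genes called depended on the model. With a term for the replicate number, by which only the shNR4A2 libraries paired throughout, edgeR called 144 genes in shNT, 361 in shNR4A2 and 1073 in shNR4A3 cells. With the spread estimated over all 36 libraries it called 303, 58 and 107. With DESeq2 the order was that of edgeR on each comparison's own libraries, with fewest genes in shNR4A2 and most in shNR4A3 cells.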

The difference in CO_2_ sensitivity seen in shNR4A2 and shNR4A3 cells in the absence of LPS is somewhat surprising, as the NR4As are expressed at low levels in the basal state. 

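With LPS, the 2 depleted lines had fewer called genes than shNT cells under a term for the replicate number (1568 in shNT, 619 in shNR4A2 and 518 in shNR4A3 cells) and under the spread estimated over all 36 libraries (1289, 1009 and 860). Adding a fold change of at least 1.4 to the threshold left 638, 35 and 271.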

In the presence of LPS, both shNR4A2 and shNR4A3 cells had fewer significant DEGs in response to hypercapnia compared to shNT cells (Figure 2B,D and Figure 3B,D). It is possible that the different pattern of CO_2_ sensitivity observed between the basal and LPS states may be due to the nature of the knockdown. 

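With LPS, NR4A2 rose by log2 fold changes of 4.30 (standard error 0.15) in shNT and 3.69 (0.24) in shNR4A2 cells at 5% CO2, and by 4.60 (0.18) and 3.95 (0.17) at 10% CO2 (edgeR, adjusted p at most 4.89e-08). NR4A3 rose by 5.98 (0.15) in shNT and 7.61 (0.24) in shNR4A3 cells at 5% CO2 and by 7.26 (0.19) and 6.55 (0.23) at 10% CO2 (adjusted p at most 3.56e-10). In TPM, NR4A2 went from 1.95 ± 0.402 (SD, n = 3) to 21.2 ± 6.78 in shNR4A2 cells at 5% CO2, and NR4A3 from 0.0989 ± 0.0636 to 17.3 ± 0.807 in shNR4A3 cells. In shNT cells they went from 3.69 ± 0.743 to 62.7 ± 11.7 (NR4A2) and from 0.587 ± 0.094 to 31.7 ± 0.708 (NR4A3). The level of 0.0989 ± 0.0636 TPM in shNR4A3 cells rests on a few counts per library. The rise of 7.61 there is thus less certain than its standard error, taken from the F statistic, makes it look. Whether NR4A3 rose more in shNR4A3 than in shNT cells is not decided by these values.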

While *NR4A2* and *NR4A3* mRNA expression were clearly depleted in shNR4A2 and shNR4A3 cells, respectively, they were still capable of being increased by LPS exposure (Supplementary Figure S9). Taken together, these data indicate that the level of *NR4A2* and *NR4A3* in monocytes affects the cellular response to CO_2_. In the case of shNR4A2 cells in the basal state, it is interesting to note that *TNF*, a known CO_2_-sensitive transcript in lung cells [29], is only significantly affected in shNR4A2 cells. NR4A2 is known to act as a suppressor of NFκB and inflammatory signalling [25]. The change in the sensitivity of *TNF* under these particular conditions may reflect a more pro-inflammatory milieu in shNR4A2 cells. Thus, the cellular microenvironment, which can be influenced by inflammatory signalling and metabolic changes, is likely a key determinant in shaping the cellular response to CO_2_. This concept is further supported by our RNA-seq data indicating that (increased) *NR4A3* is only sensitive to CO_2_ in shNR4A2 cells in response to LPS (Figure 2D, Supplementary Figure S9C) and that (decreased) *NR4A1* is only sensitive to CO_2_ in shNR4A3 cells in the basal state (Figure 3C, Supplementary Figure S9A). Therefore, the summation of CO_2_ signalling, and the cellular microenvironment of inflammation/ metabolism ultimately dictate the transcriptional response.

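In the basal state NR4A3 changed at 10% CO2 by log2 fold changes of -1.05 (standard error 0.39, adjusted p = 0.226) in shNT, -1.04 (0.40, 0.503) in shNR4A2 and 1.04 (0.64, 0.441) in shNR4A3 cells, called in none by edgeR. With LPS it changed by -0.06 (0.13, 0.852) in shNR4A3 cells, a value of 0.08 without 10% CO2 + LPS replicate 1. NR4A1 changed with LPS by -0.26 (0.14, 0.279), -0.03 (0.13, 0.951) and -0.15 (0.09, 0.439) in shNT, shNR4A2 and shNR4A3 cells. The change of NR4A1 in shNR4A2 cells turned to 0.10 without 10% CO2 + LPS replicate 1. In shNT cells NR4A1 with LPS was called without 5% CO2 + LPS replicate 3 (0.0387).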

We have previously published a strong signature for increased mitochondrial transcription in response to acute hypercapnia in monocytes [26]. When comparing the CO_2_ sensitivity of shNR4A2 cells to shNT cells, this mitochondrial signature was preserved, although there were much fewer DEGs identified. This mitochondrial signature is reflected both in the significant differential expression of mitochondrial OXPHOS genes, as well as in the GO terms associated with hypercapnia in shNR4A2 cells (Supplementary Figure S8). Interestingly, when analysing the CO_2_ sensitivity of shNR4A3 cells, the mitochondrial signature seems to be much reduced (Supplementary Figure S8). 

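In basal shNR4A3 cells 0 of the 13 mitochondrially encoded genes had an unadjusted p under 0.05 by edgeR, and DESeq2 called 0. All genes on the mitochondrial genome, the 13 and the others together, took 1.74 ± 0.598% of counts (SD, n = 3) at 5% CO2. At 10% CO2 they took 2.55 ± 0.872%, a rise of about the same size as the spread between replicates. For these genes 5% CO2 replicate 2 had 1.05% and 10% CO2 replicate 3 had 1.55%. In basal shNT cells they took 1.57 ± 0.341% and 2.66 ± 0.563%, and in shNR4A2 cells 1.72 ± 0.222% and 2.63 ± 0.479%. The median SD of log2 CPM over the 13 genes within a condition was 0.599 in basal shNR4A3 cells, 0.322 in shNT and 0.275 in shNR4A2 cells.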

While there were more significantly differentially expressed genes in hypercapnia in shNR4A3 cells in the basal state, none of the mitochondrial genes reached the threshold for significance (Supplementary Figure S6). Furthermore, Mitochondrial Transcription Factor 1 (TFAM) interacted with shNT and shNR4A2 cells but not shNR4A3 cells in hypercapnia (+LPS) (Supplementary Table S5), further supporting the concept that the mitochondrial response to CO_2_ is blunted in shNR4A3 cells. The NR4As have been shown to regulate genes associated with fuel utilisation [5,30,31]. In addition, *NR4A3* knockdown in C2C12 myotubes reduces mitochondrial health and mRNA levels of key mitochondrial genes, e.g., Peroxisome Proliferator-Activated Receptor Gamma Coactivator 1-Alpha (*PGC1α*) and *TFAM*, as well as the protein levels of mitochondrial complexes I–IV [32]. Thus, a specific role for NR4A3 in the regulation of mitochondrial and metabolic pathway genes may account for the lack of sensitivity of these pathways to hypercapnia in shNR4A3 monocytes.

shNR4A2 cells appear to differ in their response to hypercapnia with respect to heat shock proteins (Hsps). Hsps are induced in response to cellular stress and protect the cell through various functions, including maintaining proteostasis by chaperoning misfolded proteins and assisting with antigen presentation [33,34]. Hsp induction is highly conserved and is regulated by the transcription factor heat shock factor 1 (HSF1). Hypercapnia has previously been reported to alter the activity of HSF1 in immune cells, with increased HSF1 protein expression and nuclear localisation observed in murine alveolar macrophages after exposure to 15% CO_2_ for 16 h [35]. Furthermore, mass spectrometry has identified Hsp70 as a major NR4A-interacting protein in human embryonic kidney cells (HEK293) [36]. The loss of Hsp sensitivity to CO_2_ in NR4A2-depleted cells (Supplementary Figure S7D), as well as the loss of CO_2_-responsive GO terms associated with protein folding and ribosome biogenesis (Supplementary Figure S8), indicates that *NR4A2* is responsible, at least in part, for the regulation of certain genes in hypercapnia.

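With LPS, the interaction between shNR4A2 and shNT cells had a log2 value of -0.25 (standard error 0.53, adjusted p = 1 by edgeR) for HSPH1 and -0.11 (standard error 0.12, adjusted p = 1 by edgeR) for HSPA4. For HSPA1A it was 0.17 (0.42), for HSP90AA1 -0.22 (0.22) and for DNAJA1 -0.15 (0.31). Over the 20 chaperone genes the median interaction was -0.16 (limma's fry, adjusted p = 0.79). It was 0.04 without shNR4A2 5% CO2 + LPS replicate 3 and -0.30 at its lowest with another library left out. With the spread of all 36 libraries edgeR called HSPH1 in shNR4A2 cells (adjusted p = 0.0343). From the loss of Hsp sensitivity in these cells and of responsive gene ontology terms, which were not analysed here, the paper concludes that NR4A2 is responsible in part for the regulation of certain genes in hypercapnia.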

Taken together, our data provide evidence of selective regulation of CO_2_-dependent transcripts in shNR4A2 and shNR4A3 cells with regard to mitochondrial genes and Hsp-related genes, respectively. In addition, our data provides evidence of many CO_2_-sensitive genes being relatively insensitive to depletion of *NR4A2* and *NR4A3*, indicating that other conserved transcription factors are involved in the transcriptional response to buffered hypercapnia in this model. There is a known redundancy among NR4A family members [10], meaning it is possible that knockdown of one isoform can be compensated for by the remaining other isoforms.

To gain insight into other potential CO_2_-sensitive transcription factors involved in the transcriptional response to buffered hypercapnia, we next focused on transcriptional signatures that were common to shNT, shNR4A2, and shNR4A3 cells. We reasoned that transcripts that were consistently CO_2_-sensitive across the three different cell lines represent particularly robustly CO_2_ sensitive transcripts. Data in Figure 4 reveals a striking overlap of CO_2_-sensitive genes in cells that have quite different basal transcriptional profiles [15]. Indeed, nine genes were CO_2_-sensitive in all three cell lines, both with and without LPS stimulation. The consistency of the response is evident in Figure 4D and Supplementary Figure S10, with four transcripts consistently upregulated in hypercapnia (*RRP9, DHP5*, *SERPINH1*, and *POLR1A*) and five transcripts consistently downregulated (*SRSF5, CYTH2, A4GALT, DPP8*, and *SLC6A6*). These genes are associated with RNA metabolism (*SRSF5, POLR1A*), metabolite conversion (*A4GALT*), protein modification (*DPP8*), and protein-binding activity (*SERPINH1*, *CYTH2*), with no obvious initial common link apparent. 

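In each of the 6 comparisons all 9 genes had an unadjusted p under 0.05 by edgeR and the direction the paper gives. Adjusted over the list alone, all 9 passed the threshold in each comparison, which is not independent evidence, because the study chose the list on these samples. With a term for the replicate number 8, 9, 9, 7, 9 and 7 of the 9 were called over all genes tested, in shNT, shNR4A2 and shNR4A3 cells with the basal state before LPS in each.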

Taken together, these data speak to the responsiveness of multiple important, diverse pathways to buffered hypercapnia.

In order to gain further insight into CO_2_-sensitive transcriptional regulators, we sought to exploit our knowledge regarding genes commonly regulated by CO_2_ across our three cell lines. Metacore transcription factor analysis revealed a notable conservation of interactions between several transcription factors, including AML1, SOX17, TAL1, ETS1, and LMO2 (Supplementary Table S5). Transcription factors previously linked with hypercapnia were also identified in our list but were not among the most prominent hits in our model, e.g., Transcription Factor P65 (RelA) [29], NFκB Subunit 2 (NFKB2) [22], Hypoxia Inducible Factor 1 Alpha (HIF1α) [37], Heat Shock Transcription Factor 1 (HSF1) [35], Cyclic AMP-Responsive Element-Binding Protein 1 (CREB) [38], Forkhead Box O3 (FOXO3a) [39], Early Growth Response 2 (EGR2) [40], Sterol Regulatory Element Binding Transcription Factor 2 (SREBP2) [41].

AML1 is a leukaemia-associated transcription factor linked with hematopoiesis [42]. It has been identified as an overexpressed gene in the lung of COPD patients [43]. SOX17 is a key transcription factor involved in development that affects the cardiovascular system and several endoderm-derived organs [44]. SOX17 deficiency is linked to pulmonary arterial hypertension (PAH) risk via interactions with Hypoxia Inducible Factor 2 Alpha (HIF-2α) [45]. TAL1 is also a leukaemia associated transcription factor associated with hematopoiesis [45], which can act in complex with LMO2, a LIM-domain protein [46]. ETS-1 is a transcription factor that recognises conserved ETS DNA-binding domains and contributes to cytokine and chemokine regulation. ETS transcription factors are associated with a number of cancers, including breast and leukaemia. ETS-1 is linked to liver fibrosis, where it is thought to be activated by Extracellular Signal-Regulated Kinases (ERK) signalling pathways, matrix remodelling, and cross talk with Transforming Growth Factor (TGF)-Suppressor of Mothers Against Decapentaplegic (SMAD) signalling [47]. Interestingly, there is evidence of significant cross-talk with regard to these transcription factors. For example, ETS-1 and AML-1 can mutually activate DNA binding through the intermolecular interaction of autoinhibitory domains [48], while TAL1 and LMO2 function as complexes, and TAL1, LMO2, and AML-1 (Runx1) are essential for the development of hematopoietic stem cells [49]. It is also notable that these transcription factors are associated with leukaemia and that our THP-1 model is of leukaemic origin. To our knowledge, this is the first evidence suggesting the involvement of any of these five transcription factors in the cellular response to hypercapnia. Of these transcription factors, we focused on ETS-1, based on its association with all nine genes in Figure 4D. We examined ETS-1 and Lamin in nuclear lysates derived from monocytes exposed to buffered hypercapnia for 24 h. Nuclear lamin levels were relatively unchanged in this model, but ETS-1 protein expression in the nucleus was enhanced in hypercapnia. ETS-1 has a predicted molecular weight (MW) of 52 kilodaltons (kD), which is the molecular weight at which we observe our most intense bands using Western blot. We also observe some lower molecular weight bands (with the same pattern of CO_2_-sensitivity), which may be ETS-1 splice variants. p42 and p27 variants of ETS-1 have been described previously [50] and correspond well with the observed molecular weights of the two lower MW bands observed by Western blot (Figure 5A).

In conclusion, our study indicates that *NR4A2* and NR4A3 are CO_2_-responsive transcription factors, as the kinetics of their expression in response to LPS is clearly shifted by exposure to buffered hypercapnia. Furthermore, depletion of *NR4A2* and *NR4A3* led to reduced CO_2_-sensitivity of mitochondrial genes and Hsp-related genes, respectively. However, many other CO_2_-sensitive genes were refractory to depletion of *NR4A2* and *NR4A3*, indicating that the NR4As regulate selective components of the cellular response to buffered hypercapnia but that other transcription factors also contribute. Bioinformatic analysis of conserved CO_2_-sensitive genes implicated several novel putative CO_2_-sensitive transcription factors (AML1, SOX17, TAL1, ETS1, and LMO2), of which ETS-1 was validated to show increased nuclear expression in buffered hypercapnia. Taken together, these data represent a significant resource relating to CO_2_-dependent transcriptional regulation in monocytes and give important insights into the understanding of immune responses in patients experiencing hypercapnia.

## 4. Materials and Methods

### 4.1. Cell Culture

#### 4.1.1. THP-1 Monocytes

THP-1 monocytes were originally sourced from the American Type Culture Collection (ATCC TIB-202) and cultured as described previously [15,26]. Briefly, THP-1 cells were maintained in Roswell Park Memorial Institute (RPMI) 1640 medium supplemented with 10% Foetal Bovine Serum and 1% Penicillin-Streptomycin (ThermoFisher Scientific, Waltham, MA, USA). Cells were maintained at a density of 2 × 10^5^–1 × 10^6^ cells/mL and sub-cultured twice per week. All procedures and treatments prior to cell lysis were performed in a Class II biological safety cabinet or a CO_2_ chamber, as described below. Untransformed THP-1 monocytes were used in Figure 1, Figure 5 and Supplementary Figure S1. All other figures used shNT-THP1, shNR4A2-THP1, and shNR4A3-THP1 monocytes initially described and validated in [25]. 

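In shNR4A2 cells NR4A2 was lower than in shNT cells, with log2 fold changes of -0.91 (standard error 0.23, adjusted p = 0.0337 by edgeR) at 5% CO2, -1.52 (0.20, 0.00291) at 5% CO2 with LPS, -1.01 (0.29, 0.0324) at 10% CO2 and -1.67 (0.09, 3.28e-07) at 10% CO2 with LPS. NR4A3 in shNR4A3 cells was lower, with -2.47 (0.53, 0.00982), -0.82 (0.08, 0.000286), -0.39 (0.49, 0.735) and -1.11 (0.13, 0.000321) in the same order, so that it was not called at 10% CO2 without LPS. At 10% CO2 DESeq2 gave NR4A2 an adjusted p of 0.082. Its call at 5% CO2 was lost without shNT 5% CO2 replicate 1 or 3 or without shNR4A2 5% CO2 replicate 1 or 2 (0.0672 to 0.125). That at 10% CO2 was lost without shNT 10% CO2 replicate 1 or 3 or without shNR4A2 10% CO2 replicate 1, 2 or 3 (0.0699 to 0.162). The call of NR4A3 at 5% CO2 was lost without shNT 5% CO2 replicate 2 (0.0516).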

Further, validation of knockdown of *NR4A2* and *NR4A3* has been previously described [15] and is also demonstrated in the presence of CO_2_ as part of Supplementary Figure S7.

#### 4.1.2. Hypercapnic Exposures

Hypercapnia exposures were performed as described previously [26]. Briefly, hypercapnic exposures were performed in humidified environmental chambers (Coy Laboratories, Grass Lake, MI, USA) at 37 °C, at 5% or 10% CO_2_ in pH-buffered, pre-equilibrated Dulbecco’s Modified Eagle Medium (DMEM) media [22]. For most THP-1 experiments, cells were used at a density of 7.5 × 10^5^ cells/mL. The maintenance of intracellular and extracellular pH under these conditions has recently been described [26].

#### 4.1.3. RNA-Seq

The RNA-seq protocol was performed as described previously [15,26]. Briefly, total RNA was extracted from cultured cells using the E.Z.N.A. Total RNA Kit I. RNA clean-up was performed (if required) using ethanol precipitation. Subsequent Qubit results determined a RNA integrity number (RIN) score > 9.5 for all samples. Complementary DNA (cDNA) library preparation was performed with polyA selection using Illumina HiSeq, 2 × 150 base pair (bp) configuration, single index, per lane. ~350M raw paired-end reads per lane. Library preparation and sequencing were performed by GeneWiz (Leipzig, Germany). Raw data quality was evaluated with FastQC. Sequence reads were trimmed using Trimmomatic v.0.36 and subsequently mapped to the Homo sapiens GRCh38 reference genome using the STAR aligner v.2.5.2b. Unique gene hit counts were calculated by using featureCounts from the Subread package v.1.5.2. Downstream differential expression analysis was performed using DESeq2 [51]. *p*-values and log2-fold changes were generated using the Wald test. Significant differentially expressed genes (DEGs) were called genes with an adjusted *p*-value (*p*-adj) < 0.05 (Supplementary Tables S1–S4). Initial stringent gene ontology (GO) analysis was performed using GeneSCF v1.1-p2 to generate GO graphs, where a Fisher Exact test was used to determine *p*-values (Supplementary Figure S5). Principal component analysis and read count distribution analysis were performed by GeneWiz (Supplementary Figure S2). Volcano plots of differentially expressed genes were generated using GraphPad Prism, with log2FC on the x-axis and an adjusted *p*-value on the y-axis (Figure 2 and Figure 3). Significant differentially expressed genes (DEGs) were determined as any genes from the DESeq2 workflow that had an adjusted *p*-value (*p*-adj) < 0.05. Nested comparisons for multiple groups were completed by cross-referencing lists of DEGs from pairwise comparisons to generate secondary lists of either common or specific DEGs. Raw data from the RNA-seq experiment is displayed as mean TPM (+/− SEM) to best visualise expression changes between several groups. Statistical comparisons between individual groups used DESeq2 analysis of normalised counts. The bulk RNA-seq data presented in this study are deposited in the Gene Expression Omnibus (GEO) repository, accession number GSE251925.

### 4.2. Quantitative Reverse Transcription Polymerase Chain Reaction (RT-qPCR)

RT-qPCR was performed as described recently [26]. Briefly, RNA was extracted using the EZNA total RNA Kit I (Omega Bio-tek, Norcross, GA, USA) according to the manufacturer’s instructions, and DNase I digestions were performed. cDNA was synthesised using Moloney Murine Leukaemia Virus (M-MLV) Reverse Transcriptase (Promega, Madison, WI, USA). Samples were incubated for 60 min at 37 °C for the cDNA synthesis reaction. cDNA samples were used immediately or stored at −20 °C. cDNA samples were diluted 1 in 4 in nuclease free water. For SYBR qPCR, master mixes for SYBR green reactions ((ThermoFisher Scientific, (Applied Biosystems) Waltham, MA, USA) were prepared using master mix solutions, forward and reverse primers, and nuclease-free water for 10 μL reactions in a 384-well plate. qPCR was performed on an Applied Biosystems RT-PCR machine with the appropriate Applied Biosystems Quant Studio 7 software. For SYBR Green primers, melt curves were generated for each sample for assessment of primer performance. 

Primer details:

*NR4A1* F: gttctctggaggtcatccgcaag R: gcagggaccttgagaaggcca
*NR4A3* F: ccaagccttagcctgcctgtc R: agcctgtcccttactctggtgg
*B-actin* F: cgacaggatgcagaaggaga R:catctgctggaaggtggaca

For TaqMan qPCR, master mixes for TaqMan reactions ((ThermoFisher Scientific, (Applied Biosystems) Waltham, MA, USA) were prepared using master mix solutions, forward and reverse primers, and nuclease free water for 10 μL reactions in a 384-well plate. qPCR was performed on an Applied Biosystems RT-PCR machine with the appropriate Applied Biosystems Quant Studio 7 software.

### 4.3. TaqMan Primer Details

*NR4A2:* Applied Biosystems Hs01117527_g1 (4331182)
*B-actin:* Applied Biosystems (Code:4333762F)

### 4.4. Western Blot

Whole cell protein lysates, Supplementary Figure S1, were prepared using whole cell lysis buffer (150 mM NaCl, 25 mM Tris pH8, 1 mM EDTA, 1% Triton) supplemented with protease inhibitor cocktail (Merck, (Sigma-Aldrich) Darmstadt, Germany, P2714). Lysates were quantified using the DC Protein Assay kit before Sodium Dodecyl-Sulfate Polyacrylamine Gel Electrophoresis (SDS-PAGE) on the Biorad mini-protean system using polyacrylamide gels. Wet transfer was performed onto nitrocellulose membranes and reversibly stained with Ponceau S total protein stain. Immunoblotting was performed with NR4A2 (R&D Systems, Minneapolis MN, USA, PP-N1404-00) or β-actin (Merck, (Sigma-Aldrich) Darmstadt, Germany A5316) primary antibodies. Secondary antibody incubations were performed using Horseradish Peroxidase (HRP)-conjugated anti-mouse antibodies (Cell Signalling Technology, Danvers MA, USA, 7076S). Membranes were incubated with Enhanced Chemi Luminescent Solution (ThermoFisher Scientific, Waltham, MA, USA, 32106) and imaged in a dark room using X-ray film (Fuji Super RX-N, Tokyo, Japan).

Nuclear extracts, Figure 5, were prepared using Buffer A and Buffer C supplemented with protease inhibitor cocktail (Merck, (Sigma-Aldrich) Darmstadt, Germany, P2714) to generate cytoplasmic and nuclear extracts, respectively [29]. Nuclear lysates were quantified using the DC Protein Assay kit before SDS-PAGE on the Biorad (Hercules, CA, USA) mini-protean system using TGX pre-cast gels. Wet transfer was performed onto nitrocellulose membranes and reversibly stained with Revert 700 total protein stain (Li-Cor, Lincoln, NE, USA). Membranes were imaged at 700 nm, washed in Revert 700 wash solution (Li-Cor, Lincoln, NE, USA) and destained in Revert 700 destaining solution (Li-Cor, Lincoln, NE, USA) prior to immunoblotting with the ETS-1 antibody (Cell Signalling Technology, Danvers MA, USA #14069), or Lamin (Cell Signalling Technology, Danvers MA, USA, #4777) antibody. Fluorescent secondary goat anti-mouse or anti-rabbit antibody incubations were performed (DyLight TM 800, ThermoFisher Scientific (Invitrogen), Waltham, MA, USA) and imaged at 800 nm (1:2000 dilution). Membranes were imaged using a LiCor Odyssey Clx imager (Li-Cor, Lincoln, NE, USA) and analysed using EmperiaStudio image analysis software version 2.3.0.154.

### 4.5. Bioinformatic Analysis

Transcription factor interactome analysis was performed on the Metacore platform (MetaCore+MetaDrug^®^ version 20.3 build 70200, Clarivate, London, UK) using the list of DEGs obtained by a fold change cutoff of 1.4 with a padj < 0.05. We have used this approach previously [15,52]. Transcription factors were not directly measured in our data but inferred from gene expression signatures based on an unbiased predictive analysis of known upstream regulators of DEGs. The transcriptional regulators of DEGs were ranked by a Z-score cut-off of 2.0 with a *p*-adj < 0.05. Comparisons were made between shNT 5% CO_2_ vs. shNT 10% CO_2_, shNT 5% CO_2_ +LPS vs. shNT 10% CO_2_ +LPS, shNR4A2 5% CO_2_ +LPS vs. shNR4A2 10% CO_2_ +LPS, shNR4A3 5% CO_2_+LPS vs. shNR4A3 10% CO_2_ +LPS. Supplementary Table S5.

### 4.6. Statistical Analysis

Statistical analysis was performed for the RNA-seq and targeted transcriptomic analysis as described above. ANOVA, or t-tests, were applied as indicated in the figure legends and figures prepared using GraphPad Prism (Boston, MA, USA) (version8).

## Figures and Tables

**Figure 1:**
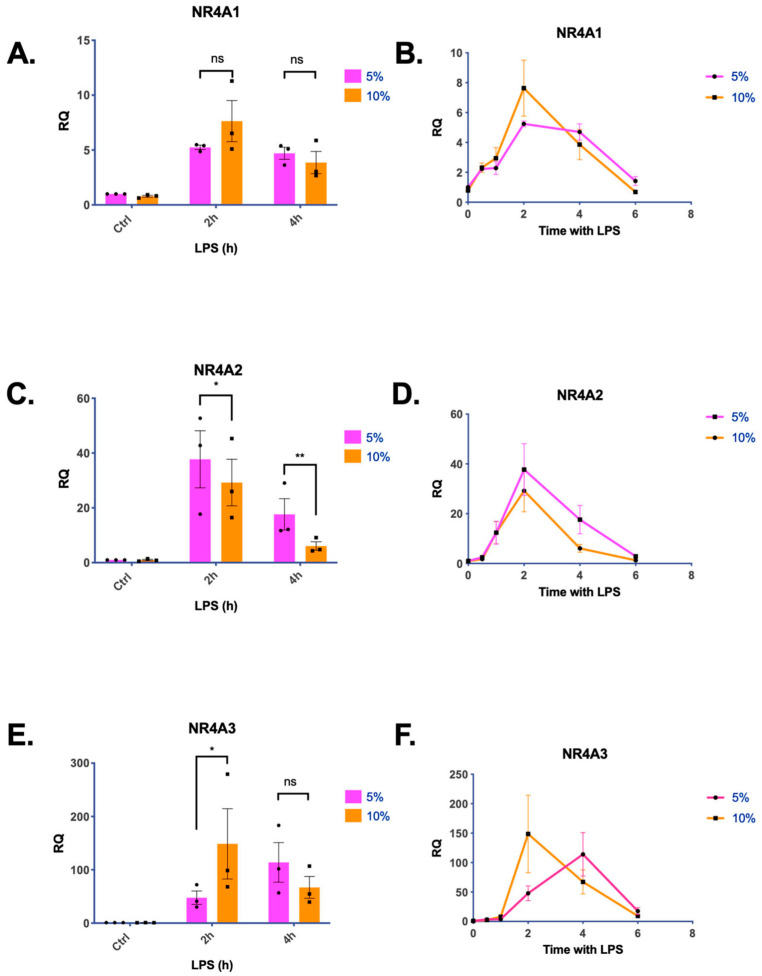
NR4A family members are sensitive to CO_2_ in THP-1 monocytes. Relative expression of *NR4A1* (**A**,**B**), *NR4A2* (**C**,**D**), and *NR4A3* (**E**,**F**) in THP-1 cells exposed to 5% or 10% CO_2_ for 8 h +/− LPS (2.5 μg/mL) for up to 6 h. *β-actin* was used as a housekeeping gene, and samples were normalised to a 5% CO_2_ untreated control. Data are presented as mean +/− Standard Error of the Mean (SEM) and are representative of *n* = 3 individual experiments. (**A**,**C**,**E**) show bar graphs including statistically significant differences using two-way Analysis of Variance (ANOVA), followed by Sidak’s multiple comparisons test (*p* < 0.05 denoted by *, *p* < 0.01 denoted by **. ns denotes no statistically significant difference, *p* > 0.05)). (**B**,**D**,**F**) display the same data visualised as a line graph over time.

**Figure 2:**
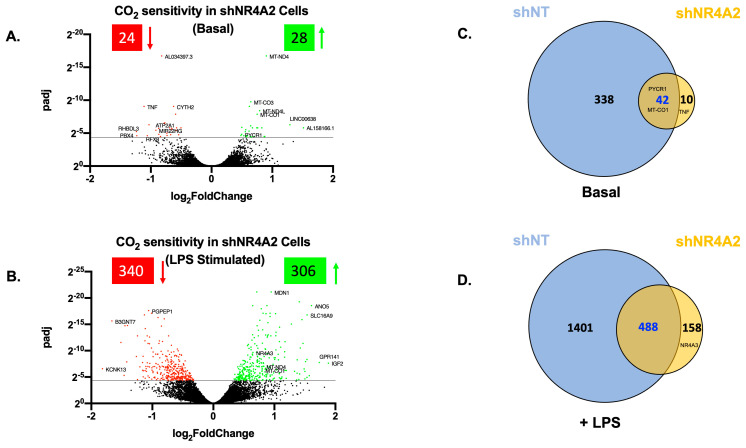
Hypercapnia regulates gene expression in *NR4A2*-depleted monocytes in the presence and absence of LPS. Volcano plot of differential expression between 5% and 10% CO_2_ (4 h) in shNR4A2 THP-1 cells in the absence (**A**) and presence (**B**) of LPS (2.5 μg/mL for 2 h). The cut-off for significance (adjusted *p*-value (*p*-adj) < 0.05) is shown with a solid line on the *y*-axis. Significantly upregulated genes are shown in green, and downregulated genes are shown in red. Venn diagram representing the number of genes differentially expressed in hypercapnia (4 h) in shNT (blue) and shNR4A2 (orange) THP-1 cells in the absence (**C**) and presence (**D**) of LPS (2.5 μg/mL for 2 h). Data is representative of *n* = 3 individual experiments with examples included for each group.

**Figure 3:**
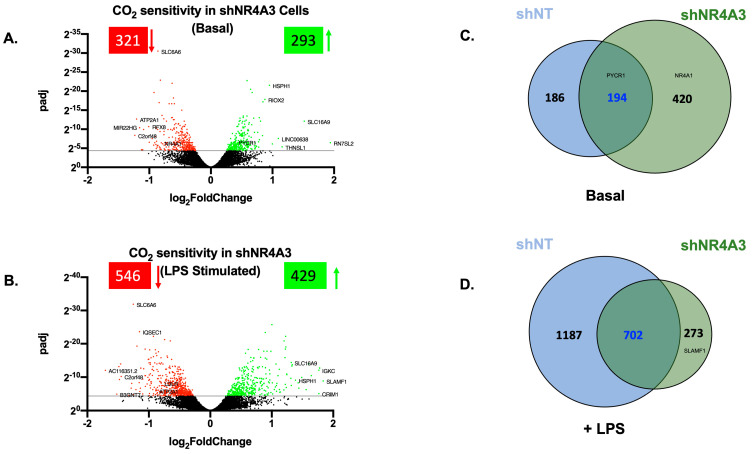
Hypercapnia regulates gene expression in NR4A3-depleted monocytes in the presence and absence of LPS. Volcano plot of differential expression between 5% and 10% CO_2_ (4 h) in shNR4A3 THP-1 cells in the absence (**A**) and presence (**B**) of LPS (2.5 μg/mL for 2 h). The cut-off for significance (*p*-adj < 0.05) is shown with a solid line on the *y*-axis. Significantly upregulated genes are shown in green, and downregulated genes are shown in red. Venn diagram representing the number of genes differentially expressed in hypercapnia (4 h) in shNT (blue) and shNR4A3 (green) THP-1 cells in the absence (**C**) and presence (**D**) of LPS (2.5 μg/mL for 2 h). Data is representative of *n* = 3 individual experiments with examples included for each group.

**Figure 4:**
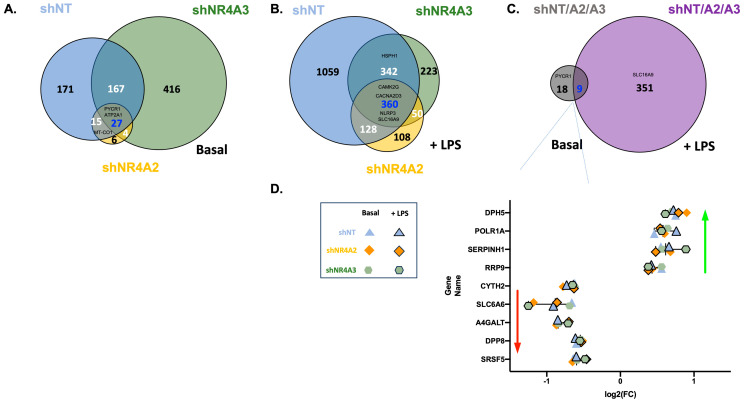
Comparison of CO_2_-sensitive genes in shNT, shNR4A2, and shNR4A3 THP-1 monocytes. Venn diagram representing the number of genes differentially expressed in hypercapnia (4 h) in shNT (blue), shNR4A2 (orange), and shNR4A3 (green) THP-1 cells in the basal state. Representative examples are included for each group (**A**). Venn diagram representing the number of genes differentially expressed in hypercapnia (4 h) in shNT (blue), shNR4A2 (orange), and shNR4A3 (green) THP-1 cells in the presence of LPS (2.5 μg/mL for 2 h). Representative examples are included for each group (**B**). Venn diagram representing the number of genes differentially expressed in hypercapnia (4 h) in shNT/shNR4A2/shNR4A3 THP-1 cells in the basal (grey) and LPS stimulated (purple) (2.5 μg/mL for 2 h) states. Representative examples are included for each group (**C**). A forest plot represents the differential expression of 9 genes that were CO_2_ responsive regardless of NR4A expression and LPS stimulation (**D**). Data is representative of *n* = 3 individual experiments.

**Figure 5:**
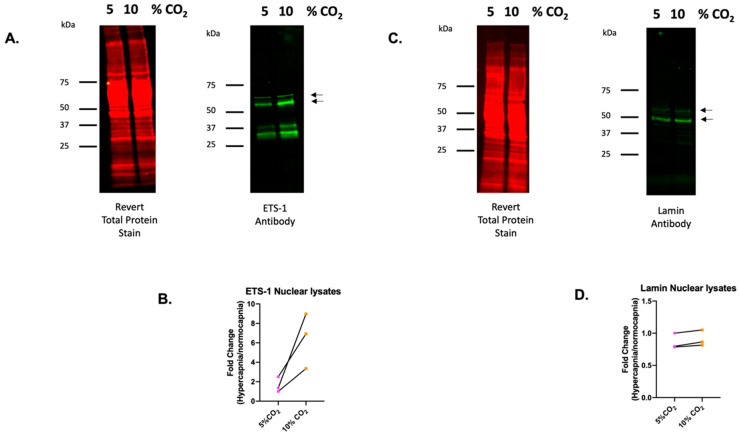
ETS-1 nuclear expression is increased in hypercapnia. Western blot analysis of nuclear lysates from THP-1 monocytes exposed to 5% or 10% CO_2_ for 24 h. Lysates were probed using a revert total protein stain and imaged in the 700 nm (red) channel or incubated with an (**A**) ETS-1 or (**C**) Lamin primary antibody followed by a fluorescent secondary mouse antibody and imaged in the 700 nm (red) or 800 nm (green) channel on an Li-COR imaging system. The image is representative of 3 independent experiments. Protein quantification was performed using EmpiriaStudio and plotted as fold change (Hypercapnia/normocapnia) for protein expression of (**B**) ETS-1 and (**D**) Lamin normalised to total revert stain intensity. Arrows indicate the bands on the western blot that were quantified for protein expression.

## Data Availability

Bulk RNA-seq data relating to shNR4A2 and shNR4A3 cells in hypercapnia have been deposited in the GEO repository with accession number GSE251925. Some of the bulk RNA-seq data described in this manuscript has previously been deposited in the Gene Expression Omnibus (GEO) repository. Buffered hypercapnia alters the transcriptional profile in monocytes. Accession number GSE206333 (data relating to shNT cells only) Transcriptional profiling of monocytes deficient in Nuclear Orphan Receptors NR4A2 and NR4A3 reveals distinct signalling roles related to antigen presentation and viral response. Accession number GSE178391 (data relating to shNT, shNR4A2, and shNR4A3 cells in 5% CO_2_ only).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25052852/s1.

How the deposited data were processed for this re-analysis (not part of the article)

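RNA was measured in THP-1 cells carrying shNT, shNR4A2 or shNR4A3, exposed to 5% or 10% CO2 for 4 h, with or without LPS (2.5 µg/mL) for 2 h, in 3 replicates of each of 12 conditions. The values analysed were counts per gene in 36 libraries. Per the paper's methods and the file headers, the authors trimmed the reads with Trimmomatic v.0.36, aligned them to GRCh38 with STAR v.2.5.2b and made the counts with featureCounts of Subread v.1.5.2, 1 library per file, before the files were deposited. The counts were whole numbers and carried no normalization. The annotation release, the strand setting and whether reads or fragments were counted are not given there. Gene symbols came from a separate copy of the annotation, which may be of another release; 56410 gene IDs (98.1%) were matched by their ID.

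Totals were 16171161 to 23929138 counts per library, with a median of 19639071. The conditions were taken from the sample records. The knocked-down genes were checked in each condition as a test of the labels. Genes were kept when edgeR's filterByExpr (minimum count 10, minimum total 15) passed them over all 36 libraries with the 12 conditions as groups, which left 17720 genes for every comparison. Principal components used log2 CPM (prior count 2) of the 500 most variable genes in each cell line. TPM was computed from the counts and the gene lengths in the files, over all genes, and is given with the SD of 3 libraries.

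Each comparison used the libraries of its own conditions, TMM scaling and edgeR's quasi-likelihood F test with robust estimation (edgeR 4.0.16 under R 4.3.3), with Benjamini-Hochberg adjustment over the genes tested. Genes with an adjusted p under 0.05 are called. The standard error of a log2 fold change was its size divided by the square root of F. The paper's methods name DESeq2's Wald test; edgeR was chosen as the test before the data were examined, and DESeq2 1.42.0, over all genes with a count in the libraries compared and with its independent filtering at 0.05, was set as an alternative. Differences of the CO2 response between cell lines, and between cells with and without LPS, were tested as interactions in the 12 libraries concerned. Overlaps of called genes were tested with Fisher's exact test, one-sided. A list of 13 mitochondrially encoded protein-coding genes and 1 of 20 heat shock proteins and co-chaperones were tested with fry (limma 3.58.1), with Benjamini-Hochberg adjustment over the 20 set tests.

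Genes are named in the text by a rule set before the data were examined. It took every gene the paper names as measured here, the 13 mitochondrially encoded genes and the chaperone list. Of the transcription factors the paper names, RUNX1, SOX17, TAL1, ETS1, LMO2, TFAM and HSF1 were taken, and the others were not. In each CO2 comparison of shNR4A2 and shNR4A3 cells it took the 3 called genes with the largest log2 fold change in each direction. These had to have all 3 libraries at 10% CO2 on the same side of the 3 at 5%. In each interaction it took the 3 called genes with the smallest adjusted p. The values in the entries held of the paper's Tables S1 to S3 and in Figures 2 to 4 had been seen when the rule was written. CD44 falls outside the rule, and so do genes common to all 3 lines with LPS; they were named after their values were seen.

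The alternatives were RLE size factors, library size only, DESeq2, no filter, a filter at 1 CPM or more in every library of a condition, filterByExpr within the libraries compared, the replicate number as a block, 1 fit to all 36 libraries, counts thinned to the smallest library, each library left out, an adjusted p of 0.01, and a fold change of at least 1.4 beside the adjusted p. For the lists they were camera with a correlation preset at 0.01 or estimated, the genes the paper names alone, the chaperones without HSPA1A and HSPA1B, and TMM factors without mitochondrially encoded genes. Another 5 DESeq2 settings were added after the values were seen. The replicate numbers were checked for pairing by the correlation of libraries with one number across the compared conditions, and every correlation passed 0.1 in basal shNR4A2 cells and in the comparison of shNR4A2 with shNT cells at 5% CO2, and in that of shNR4A3 with shNT cells on the genes with higher counts only.

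The tests were tried on simulated data with the libraries' totals and spread and 200 changed genes, 50 at each fold, once per comparison. The changed genes were drawn from those with a mean count of 50 or more. Genes were simulated independently and without differences between replicate numbers. The shares recovered thus do not hold for genes with lower counts or for libraries that differ by replicate number. In the CO2 comparisons edgeR called 40% to 80% of the genes changed by a fold of 1.5 and 92% to 96% of those changed by a fold of 2, and 4.28% to 13.1% of its calls were of unchanged genes, above the nominal 5% in 5 of the 6 comparisons. DESeq2 called 46% to 82% and 92% to 96%, with 7.54% to 15.7% of its calls of unchanged genes. In the interactions between cell lines edgeR called 12% to 28% and 72% to 88%, with 3.17% to 9.58% of its calls false (above 5% in 2 of 4), and DESeq2 34% to 42% and 84% to 90%, with 9.84% to 14.4%. The common biological coefficient of variation was 9.67% to 13.4% over the 6 CO2 comparisons, and with 3 libraries against 3 the smallest two-sided p of an exact permutation is 0.1. The paper's gene ontology, transcription factor and protein measurements, and overlaps or enrichment on Tables S1 to S3, of which the first 1999, 1999 and 62 entries were held, were not analysed here.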

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

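The tests in this part were chosen before the result was seen. In shNT cells the response to 10% CO2 differed between cells with and without LPS in 4 genes by edgeR's interaction test over 17720 genes. The differences were log2 1.17 in HIVEP2 (standard error 0.14, adjusted p = 0.00217), 1.33 in PDGFA (0.22, 0.0434), 1.16 in CD44 (0.18, 0.0434) and 0.91 in STARD4 (0.15, 0.0434). CD44 was named after its values were seen. Without LPS the CO2 response was -0.45, -0.69, -0.52 and -0.40 in the same order, and with LPS 0.71, 0.64, 0.65 and 0.51. DESeq2 called 53 genes, these 4 among them. The number called by edgeR was 1 without shNT 5% CO2 replicate 1, 2 or 3 or without shNT 10% CO2 replicate 2 or 3 or without shNT 5% CO2 + LPS replicate 1 or 2 or without shNT 10% CO2 + LPS replicate 2, 2 without shNT 10% CO2 + LPS replicate 3, 27 without shNT 10% CO2 replicate 1 and 37 without shNT 5% CO2 + LPS replicate 3.

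Scaling, depth and single libraries were weighed as technical explanations. With RLE size factors the adjusted p of HIVEP2, PDGFA, CD44 and STARD4 was 0.00221, 0.0466, 0.0466 and 0.0466, with library size only 0.00467, 0.0571, 0.023 and 0.0929, and with every library thinned to the smallest total 0.00234, 0.0256, 0.0256 and 0.0325. A term for the replicate number gave 0.000617, 0.0367, 0.00181 and 0.0367. With the spread of all 36 libraries none passed (0.755, 0.755, 0.515 and 0.198). Over these alternatives and the filters the adjusted p was 4.67e-11 to 0.755 for HIVEP2, 5.35e-07 to 0.755 for PDGFA, 7.41e-13 to 0.515 for CD44 and 7.66e-05 to 0.198 for STARD4. Calls were lost without shNT 5% CO2 replicate 1, 2 or 3 or without shNT 10% CO2 replicate 2 or 3 or without shNT 5% CO2 + LPS replicate 1 or 2 or without shNT 10% CO2 + LPS replicate 2 (all 3, 0.0586 to 0.237), without shNT 10% CO2 + LPS replicate 3 (PDGFA and STARD4, 0.0989) and without shNT 10% CO2 + LPS replicate 1 (CD44, 0.0547). HIVEP2 kept its call without any of the 12 libraries. Of 100 splits drawn that reassign the CO2 level within each LPS state, the real one included, 3 gave 4 or more called genes. The highest of the other splits gave 229. These splits also take away the CO2 response that both states have, so that they do not test the interaction alone. The split that swaps the CO2 levels in only 1 of the LPS states was not among those drawn. Chance is therefore not excluded for the interaction by this number. By the number of genes at an unadjusted p under 0.05 (1024), 23 of the 100 splits gave as many, so that by this measure chance cannot be excluded. With each library left out in turn the difference was 1.06 to 1.28 for HIVEP2, 1.22 to 1.50 for PDGFA, 1.06 to 1.29 for CD44 and 0.78 to 0.99 for STARD4. A difference in depth and the replicate number as the whole cause are argued against by the thinned counts and the block, and any single library as the whole cause by these ranges, though the calls of PDGFA, CD44 and STARD4 hung on single libraries. The choice of which libraries set the spread stays open. In shNR4A2 cells the same interactions were 1.19, 1.20, 1.11 and 0.99, and in shNR4A3 cells 0.99, 1.26, 1.06 and 0.72, in the same direction. None of these was called by edgeR, and DESeq2 called STARD4 and CD44 in shNR4A2 and CD44 in shNR4A3 cells. A candidate biological explanation is that LPS may turn the effect of CO2 on these genes. It was found on the shNT libraries it was tested on, and the other lines, with separate libraries, gave the same direction. Libraries with one replicate number resembled each other across lines at 5% CO2 without LPS, so that the lines may not be independent.

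NR4A3 in the basal state moved in opposite directions between cell lines, with all libraries of each line on the side of its CO2 level. At 10% CO2 it was higher in shNR4A3 cells by log2 1.04 (standard error 0.64, adjusted p = 0.441 by edgeR) and lower in shNR4A2 cells, at -1.04 (0.40, 0.503), and in shNT cells, at -1.05 (0.39, 0.226). The difference between shNR4A3 and shNR4A2 cells was not tested. That between shNR4A3 and shNT cells was 2.09 (0.71, adjusted p = 1 by edgeR). Counts were low: 1 to 5 at 5% and 6 to 8 at 10% CO2 in shNR4A3 cells, 23 to 54 and 7 to 24 in shNR4A2 cells, 17 to 21 and 6 to 14 in shNT cells. Expression was 0.0989 ± 0.0636 and 0.205 ± 0.024 TPM (SD, n = 3) in shNR4A3 cells. The pattern was found by a scan of 85 named genes, in 510 comparisons of 2 cell lines. Chance gives 2.55 full separations in opposite directions over them, no fewer than were found. Whether chance or counting noise gives the pattern stays open, with these counts and an interaction that missed the threshold. The short hairpin against NR4A3 also acts on this transcript. The interaction with shNT cells, at 2.09, is also the test of whether the short hairpin acts alike at both CO2 levels. It missed the threshold, so that this question stays open too.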

How the results depend on the processing

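The alternatives were set before the data were examined, except 5 DESeq2 settings chosen after the numbers of called genes had been compared with the paper's. The tests of the spread and of the replicate number on the difference between shNR4A2 and shNT cells were also chosen after the result was seen. For each number that moved by more than 1.5 times, the value under the alternative follows, and the cause was not tested. RLE size factors kept every number of called genes and every gene set on its side. DESeq2 was not run on gene sets, which fry and camera test on edgeR's fit.

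With DESeq2 over all genes with a count in the libraries compared, 358 (shNT basal), 43 (shNR4A2 basal), 600 (shNR4A2 LPS), 550 (shNR4A3 basal) and 885 (shNR4A3 LPS) genes were called between CO2 levels. For LPS by CO2, 53 (shNT), 13 (shNR4A2) and 8 (shNR4A3) were called. The number shared with shNT cells was 33 (shNR4A2 basal), 181 (shNR4A3 basal), 463 (shNR4A2 LPS) and 634 (shNR4A3 LPS). Called in all 3 lines were 21 (basal), 339 (LPS) and 8 (both states).

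Under no filter on low counts, 418 (shNT basal), 2238 (shNT LPS), 87 (shNR4A2 basal), 1112 (shNR4A2 LPS), 823 (shNR4A3 basal) and 1402 (shNR4A3 LPS) genes were called between CO2 levels. The LPS by CO2 interaction called 108 (shNT), 71 (shNR4A2) and 89 (shNR4A3). The interaction with the cell line called 2 (shNR4A2 against shNT LPS). Shared with shNT cells were 65 (shNR4A2 basal), 252 (shNR4A3 basal), 776 (shNR4A2 LPS) and 967 (shNR4A3 LPS). All 3 lines had 49 (basal), 610 (LPS) and 19 (both states).

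With library size as the only scaling, 0 (shNR4A2 basal), 0 (shNR4A2 LPS) and 167 (shNR4A3 LPS) genes were called between CO2 levels. For LPS by CO2, 2 (shNT) were called. The number shared with shNT cells was 0 (shNR4A2 basal), 0 (shNR4A2 LPS) and 123 (shNR4A3 LPS). Called in all 3 lines were 0 (LPS). At an unadjusted p under 0.05 edgeR found 1356 (shNR4A2 basal) and 2748 (shNR4A2 LPS) genes, and DESeq2 called 43 and 600.

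Under a stricter filter (1 CPM or more in every library of a condition), 0 (shNR4A2 basal) genes were called between CO2 levels. The LPS by CO2 interaction called 1 (shNT). Shared with shNT cells were 0 (shNR4A2 basal). At an unadjusted p under 0.05 edgeR found 1281 (shNR4A2 basal) genes, and DESeq2 called 43.

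Under filterByExpr within the libraries compared, 71 (shNT basal) and 0 (shNR4A2 basal) genes were called between CO2 levels. The number shared with shNT cells was 0 (shNR4A2 basal). At an unadjusted p under 0.05 edgeR found 1347 (shNR4A2 basal) genes, and DESeq2 called 43.

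Adding a term for the replicate number, 361 (shNR4A2 basal), 619 (shNR4A2 LPS) and 1073 (shNR4A3 basal) genes were called between CO2 levels. The LPS by CO2 interaction called 13 (shNT), 4 (shNR4A2) and 5 (shNR4A3). Between cell lines, 3803 (shNR4A2 against shNT) and 2299 (shNR4A3 against shNT) were called. Shared with shNT cells were 86 (shNR4A2 basal), 95 (shNR4A3 basal) and 369 (shNR4A2 LPS). All 3 lines had 63 (basal), 179 (LPS) and 19 (both states).

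Using the spread of all 36 libraries, 303 (shNT basal), 58 (shNR4A2 basal), 1009 (shNR4A2 LPS), 107 (shNR4A3 basal) and 860 (shNR4A3 LPS) genes were called between CO2 levels. For LPS by CO2, 0 (shNT), 1 (shNR4A2) and 1 (shNR4A3) were called. Between cell lines, 1791 (shNR4A2 against shNT) were called. The number shared with shNT cells was 38 (shNR4A2 basal), 524 (shNR4A2 LPS) and 524 (shNR4A3 LPS). Called in all 3 lines were 22 (basal), 362 (LPS) and 8 (both states).

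With counts thinned to the smallest library, 58 (shNR4A2 LPS) genes were called between CO2 levels. Shared with shNT cells were 49 (shNR4A2 LPS). All 3 lines had 30 (LPS).

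Requiring a fold change of at least 1.4 beside the adjusted p, 638 (shNT LPS) and 118 (shNR4A3 basal) genes were called between CO2 levels. The number shared with shNT cells was 136 (shNR4A3 LPS).

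At an adjusted p of 0.01, 0 (shNT basal), 243 (shNT LPS), 0 (shNR4A2 basal), 0 (shNR4A2 LPS), 11 (shNR4A3 basal) and 0 (shNR4A3 LPS) genes were called between CO2 levels. Shared with shNT cells were 0 (shNR4A2 basal), 0 (shNR4A3 basal), 0 (shNR4A2 LPS) and 0 (shNR4A3 LPS). All 3 lines had 0 (LPS). This threshold is stricter by construction, and the unadjusted numbers are those given at each result.

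The DESeq2 settings chosen after seeing the data were the default alpha of 0.1 for its independent filtering, or none, each on another set of genes. Default alpha, genes with a count in the libraries compared: genes called between CO2 levels 348 (shNT basal), 36 (shNR4A2 basal), 600 (shNR4A2 LPS), 534 (shNR4A3 basal) and 885 (shNR4A3 LPS), genes shared with shNT cells 29 (shNR4A2 basal), 174 (shNR4A3 basal), 461 (shNR4A2 LPS) and 634 (shNR4A3 LPS), genes called in all 3 lines 19 (basal), 339 (LPS) and 7 (both states). Default alpha, all genes in the files: genes called between CO2 levels 361 (shNT basal), 36 (shNR4A2 basal), 601 (shNR4A2 LPS), 578 (shNR4A3 basal) and 886 (shNR4A3 LPS), genes shared with shNT cells 27 (shNR4A2 basal), 188 (shNR4A3 basal), 463 (shNR4A2 LPS) and 636 (shNR4A3 LPS), genes called in all 3 lines 19 (basal), 341 (LPS) and 8 (both states). Default alpha, genes with 10 or more counts over the libraries compared: genes called between CO2 levels 359 (shNT basal), 39 (shNR4A2 basal), 626 (shNR4A2 LPS), 602 (shNR4A3 basal) and 905 (shNR4A3 LPS), genes shared with shNT cells 31 (shNR4A2 basal), 189 (shNR4A3 basal), 470 (shNR4A2 LPS) and 644 (shNR4A3 LPS), genes called in all 3 lines 20 (basal), 334 (LPS) and 6 (both states). No independent filtering, genes with a count in the libraries compared: genes called between CO2 levels 199 (shNT basal), 13 (shNR4A2 basal) and 290 (shNR4A2 LPS), genes shared with shNT cells 10 (shNR4A2 basal), 94 (shNR4A3 basal) and 231 (shNR4A2 LPS), genes called in all 3 lines 4 (basal), 153 (LPS) and 1 (both states). No independent filtering, genes with 10 or more counts over the libraries compared: genes called between CO2 levels 272 (shNT basal), 33 (shNR4A2 basal), 437 (shNR4A2 LPS), 415 (shNR4A3 basal) and 703 (shNR4A3 LPS), genes shared with shNT cells 26 (shNR4A2 basal), 139 (shNR4A3 basal), 329 (shNR4A2 LPS) and 484 (shNR4A3 LPS), genes called in all 3 lines 15 (basal), 239 (LPS) and 4 (both states).

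With 1 library left out its condition keeps a pair of libraries, and edgeR pools their spread with that of the other condition, at fewer residual degrees of freedom. Beyond that the cause of each change was not tested. The lowest and highest numbers of genes were as follows. shNT basal 0 (without shNT 5% CO2 replicate 1) to 559 (without shNT 10% CO2 replicate 1). LPS by CO2 interaction shNT 1 (without shNT 5% CO2 replicate 1) to 37 (without shNT 5% CO2 + LPS replicate 3). shared with shNT, shNR4A2 basal 0 (without shNT 5% CO2 replicate 1) to 4 (without shNR4A2 5% CO2 replicate 3). shared with shNT, shNR4A3 basal 0 (without shNT 5% CO2 replicate 1) to 84 (without shNT 10% CO2 replicate 1). All 3 lines, basal 0 (without shNT 5% CO2 replicate 1) to 3 (without shNR4A2 5% CO2 replicate 3). shNT LPS 334 (without shNT 10% CO2 + LPS replicate 2) to 2148 (without shNT 5% CO2 + LPS replicate 3). shared with shNT, shNR4A3 LPS 1 (without shNR4A3 10% CO2 + LPS replicate 1) to 311 (without shNT 5% CO2 + LPS replicate 3). shNR4A2 basal 0 (without shNR4A2 5% CO2 replicate 1) to 8 (without shNR4A2 5% CO2 replicate 3). LPS by CO2 interaction shNR4A2 0 (without shNR4A2 5% CO2 replicate 1) to 24 (without shNR4A2 5% CO2 + LPS replicate 3). shNR4A2 LPS 0 (without shNR4A2 5% CO2 + LPS replicate 1) to 1122 (without shNR4A2 5% CO2 + LPS replicate 3). shared with shNT, shNR4A2 LPS 0 (without shNR4A2 5% CO2 + LPS replicate 1) to 490 (without shNR4A2 5% CO2 + LPS replicate 3). All 3 lines, LPS 0 (without shNR4A2 5% CO2 + LPS replicate 1) to 171 (without shNR4A2 5% CO2 + LPS replicate 3). shNR4A3 basal 0 (without shNR4A3 10% CO2 replicate 2) to 365 (without shNR4A3 5% CO2 replicate 1). LPS by CO2 interaction shNR4A3 0 (without shNR4A3 5% CO2 replicate 2) to 1 (without shNR4A3 5% CO2 replicate 1). shNR4A3 LPS 1 (without shNR4A3 10% CO2 + LPS replicate 1) to 358 (without shNR4A3 5% CO2 + LPS replicate 3). Knockdown shNR4A3 against shNT 667 (without shNT 5% CO2 replicate 2) to 1014 (without shNR4A3 5% CO2 replicate 2). Knockdown shNR4A2 against shNT 507 (without shNT 5% CO2 replicate 3) to 1221 (without shNR4A2 5% CO2 replicate 2).

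Medians of gene sets turned in direction, around a value near 0, with 1 library left out: chaperone set interaction, shNR4A3 against shNT, LPS -0.0547 (without shNT 10% CO2 + LPS replicate 3) to 0.25 (without shNT 10% CO2 + LPS replicate 2), chaperone set interaction, shNR4A2 against shNT, LPS -0.30 (without shNT 5% CO2 + LPS replicate 3) to 0.0398 (without shNR4A2 5% CO2 + LPS replicate 3), mitochondrial set interaction, shNR4A3 against shNT, basal -0.43 (without shNR4A3 5% CO2 replicate 2) to 0.12 (without shNR4A3 10% CO2 replicate 3), chaperone set interaction, shNR4A3 against shNT, basal -0.0654 (without shNR4A3 5% CO2 replicate 2) to 0.11 (without shNT 10% CO2 replicate 2), mitochondrial set interaction, shNR4A2 against shNT, basal -0.28 (without shNT 5% CO2 replicate 2) to 0.0757 (without shNR4A2 10% CO2 replicate 2), chaperone set interaction, shNR4A2 against shNT, basal -0.17 (without shNT 10% CO2 replicate 3) to 0.0073 (without shNT 10% CO2 replicate 2). None of these interactions passed the threshold with any library left out. Log2 fold changes ranged as follows. target gene NR4A2, shNR4A2 against shNT, 5% CO2 -1.08 (without shNR4A2 5% CO2 replicate 3) to -0.81 (without shNT 5% CO2 replicate 1). NR4A1, CO2 response, shNR4A2, LPS -0.11 (without shNR4A2 5% CO2 + LPS replicate 3) to 0.0954 (without shNR4A2 10% CO2 + LPS replicate 1). target gene NR4A3, shNR4A3 against shNT, 5% CO2 -3.03 (without shNR4A3 5% CO2 replicate 1) to -2.05 (without shNR4A3 5% CO2 replicate 3). NR4A3, CO2 response, shNR4A3, LPS -0.22 (without shNR4A3 10% CO2 + LPS replicate 2) to 0.0784 (without shNR4A3 10% CO2 + LPS replicate 1). target gene NR4A2, shNR4A2 against shNT, 10% CO2 -1.24 (without shNT 10% CO2 replicate 2) to -0.75 (without shNT 10% CO2 replicate 3). The CO2 responses among these missed the threshold whichever library was left out. The 3 differences from shNT cells passed it with all libraries. They missed it for NR4A2 at 5% CO2 without shNT 5% CO2 replicate 1 or 3 or without shNR4A2 5% CO2 replicate 1 or 2 (edgeR, adjusted p = 0.0672 to 0.125), NR4A2 at 10% CO2 without shNT 10% CO2 replicate 1 or 3 or without shNR4A2 10% CO2 replicate 1, 2 or 3 (edgeR, adjusted p = 0.0699 to 0.162) and NR4A3 at 5% CO2 without shNT 5% CO2 replicate 2 (edgeR, adjusted p = 0.0516).

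For the target gene NR4A2, shNR4A2 against shNT, 10% CO2, the call was lost with library size as the only scaling (-0.98, adjusted p = 0.0501) or with DESeq2 (-1.01, 0.082); over all alternatives its adjusted p was 0.00456 to 0.162.

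No gene set passed the threshold with fry on the libraries of each comparison. With camera and a preset correlation of 0.01, sets passed with unchanged medians of 0.69 (mitochondrial shNT basal; adjusted p = 4.04e-12, over the alternatives 4.04e-12 to 0.277), 0.34 (chaperone shNT basal; adjusted p = 5.90e-12, over the alternatives 5.90e-12 to 0.277), 1.07 (mitochondrial shNT LPS; adjusted p = 1.50e-11, over the alternatives 1.50e-11 to 0.277), 0.62 (chaperone shNT LPS; adjusted p = 7.03e-13, over the alternatives 7.03e-13 to 0.277), 0.57 (mitochondrial shNR4A2 basal; adjusted p = 4.69e-20, over the alternatives 4.69e-20 to 0.277), 0.45 (chaperone shNR4A2 basal; adjusted p = 8.93e-12, over the alternatives 8.93e-12 to 0.277), 0.54 (mitochondrial shNR4A2 LPS; adjusted p = 6.36e-09, over the alternatives 6.36e-09 to 0.416), 0.43 (chaperone shNR4A2 LPS; adjusted p = 1.94e-12, over the alternatives 1.94e-12 to 0.277), 0.53 (mitochondrial shNR4A3 basal; adjusted p = 0.0152, over the alternatives 0.0152 to 0.776), 0.42 (chaperone shNR4A3 basal; adjusted p = 4.61e-15, over the alternatives 4.61e-15 to 0.277), 0.25 (mitochondrial shNR4A3 LPS; adjusted p = 0.00153, over the alternatives 0.00153 to 0.724), 0.67 (chaperone shNR4A3 LPS; adjusted p = 1.56e-21, over the alternatives 1.56e-21 to 0.277), -0.0918 (mitochondrial interaction shNR4A2 against shNT basal; adjusted p = 0.0471, over the alternatives 0.0471 to 0.999), -0.42 (mitochondrial interaction shNR4A2 against shNT LPS; adjusted p = 7.84e-05, over the alternatives 7.84e-05 to 0.833), -0.16 (chaperone interaction shNR4A2 against shNT LPS; adjusted p = 0.0152, over the alternatives 0.0152 to 0.921), -0.81 (mitochondrial interaction shNR4A3 against shNT LPS; adjusted p = 6.26e-17, over the alternatives 6.26e-17 to 0.322). Camera with a correlation estimated from the data passed none of them, the estimated correlations being 0.644 to 0.915 for the mitochondrial and 0.238 to 0.762 for the chaperone genes, so that the preset value understates how far these genes move together. With the spread of all 36 libraries fry passed 0.34 (chaperone shNT basal; 0.0471), 1.06 (mitochondrial shNT LPS; 0.0147), 0.62 (chaperone shNT LPS; 0.00172), 0.43 (chaperone shNR4A2 LPS; 0.0136), 0.41 (chaperone shNR4A3 basal; 0.0199), 0.67 (chaperone shNR4A3 LPS; 0.000828).

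On all genes kept in place of the 500 most variable, the first principal component held 61.3% (shNT), 65.5% (shNR4A2) and 67.1% (shNR4A3) of the variance and the second 9.03% (shNT), 7.47% (shNR4A2) and 7.66% (shNR4A3); the cause was not tested.

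For the calls of single genes the text names between CO2 levels and for the interaction of LPS and CO2, without the differences of NR4A2 and NR4A3 between cell lines or with LPS, counted once per gene, comparison and library, leaving out 1 library kept 248 and lost 262. Of those not called, 434 stayed so, 42 were gained and 4 changed direction. DESeq2 kept 74, lost 0 and gained 54; it gave no adjusted p for 7 of the calls in shNR4A3 cells and for NR4A3 in the basal state. A term for the replicate number kept 79, lost 2 and gained 37. The spread of all 36 libraries kept 61, lost 20 and gained 34. Scaling by library size only kept 63, lost 18 and gained 2, and no filter kept 81, lost 0 and gained 49. RLE size factors kept 81, lost 0 and gained 0.

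On counts with 200 genes changed by simulation, edgeR recovered 40% to 80% of those changed by a fold of 1.5 in the CO2 comparisons and 92% to 96% of those changed by a fold of 2, so that smaller changes could be missed at this depth and spread. Only genes with higher counts were changed, and for genes with few counts the shares were not measured. With every library thinned to the smallest total, 58 genes were called in shNR4A2 cells with LPS, and the numbers of the other CO2 comparisons stayed within 1.5 times.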

Differences from the paper's values

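Alternatives are sorted here by whether they bring a number within 1.5 times the paper's. Those named were set before the data were examined, except 5 DESeq2 settings chosen after the values were seen and given further on. The alternatives were RLE size factors, library size only, DESeq2, no filter, a stricter filter, filterByExpr within the libraries compared, a replicate block, the spread of all 36 libraries, thinned counts, a fold change of at least 1.4, an adjusted p of 0.01 and each library left out. For every number below, RLE size factors, library size only, the stricter filter, filterByExpr within the libraries compared, thinned counts, a fold change of at least 1.4 and an adjusted p of 0.01 stayed outside wherever they gave a value, and so did each library left out that is not named.

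The paper's value for genes called between CO2 levels, shNT basal, is 380 and that found here 109, with DESeq2 (358), no filter (418) and the spread of all 36 libraries (303), and leaving out shNT 10% CO2 replicate 1 (559), within 1.5 times and the replicate block outside. The paper's value for genes called between CO2 levels, shNR4A2 basal, is 52 and that found here 2, with DESeq2 (43) and the spread of all 36 libraries (58) within 1.5 times and no filter and the replicate block outside. The paper's value for genes called between CO2 levels, shNR4A2 LPS, is 646 and that found here 35, with DESeq2 (600) and the replicate block (619) within 1.5 times and no filter and the spread of all 36 libraries outside. The paper's value for genes called between CO2 levels, shNR4A3 basal, is 614 and that found here 200, with DESeq2 (550) and no filter (823) within 1.5 times and the replicate block and the spread of all 36 libraries outside. The paper's value for genes called between CO2 levels, shNR4A3 LPS, is 975 and that found here 378, with DESeq2 (885), no filter (1402) and the spread of all 36 libraries (860) within 1.5 times and the replicate block outside. For shNT LPS the paper's 1889 and the 1452 found here lie within 1.5 times of each other.

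The paper's value for called genes shared with shNT cells, shNR4A2 basal, is 42 and that found here 1, with DESeq2 (33) and the spread of all 36 libraries (38) within 1.5 times and no filter and the replicate block outside. The paper's value for called genes shared with shNT cells, shNR4A2 LPS, is 488 and that found here 28, with DESeq2 (463), the replicate block (369) and the spread of all 36 libraries (524), and leaving out shNR4A2 5% CO2 + LPS replicate 3 (490), within 1.5 times and no filter outside. The paper's value for called genes shared with shNT cells, shNR4A3 basal, is 194 and that found here 50, with DESeq2 (181) and no filter (252) within 1.5 times and the replicate block and the spread of all 36 libraries outside. The paper's value for called genes shared with shNT cells, shNR4A3 LPS, is 702 and that found here 246, with DESeq2 (634), no filter (967) and the spread of all 36 libraries (524) within 1.5 times and the replicate block outside.

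The paper's value for percent of called genes shared with shNT cells, shNR4A2 basal, is 80% and that found here 50%, with DESeq2 (76.7%), no filter (74.7%) and the spread of all 36 libraries (65.5%), and leaving out shNR4A2 10% CO2 replicate 2 (100%), within 1.5 times and the replicate block outside. No gene was called, and no percent given, with library size only, the stricter filter, filterByExpr within the libraries compared and an adjusted p of 0.01.

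The paper's value for genes called in all 3 cell lines, basal, is 27 and that found here 0, with DESeq2 (21) and the spread of all 36 libraries (22) within 1.5 times and no filter and the replicate block outside. The paper's value for genes called in all 3 cell lines, LPS, is 360 and that found here 17, with DESeq2 (339) and the spread of all 36 libraries (362) within 1.5 times and no filter and the replicate block outside.

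The paper's value for genes called in all 3 lines in both states, is 9 and that found here 0, with DESeq2 (8) and the spread of all 36 libraries (8) within 1.5 times and no filter and the replicate block outside.

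Beside the 0 genes common to all 3 lines in the basal state and in both states by edgeR, 624 in the basal state and 313 in both had an unadjusted p under 0.05 in the same direction in every comparison, and DESeq2 gave 21 and 8 common genes. Of the 8 that DESeq2 and the 8 that the spread of all 36 libraries gave in both states, 7 and 2 are among the paper's 9.

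DESeq2 with default alpha on genes with a count, chosen after seeing the values, dropped 6 of the 119 calls of single genes that the paper states and came within 1.5 times with 348 (called shNT basal), 36 (called shNR4A2 basal), 600 (called shNR4A2 LPS), 534 (called shNR4A3 basal), 885 (called shNR4A3 LPS), 29 (shared shNR4A2 basal), 461 (shared shNR4A2 LPS), 174 (shared shNR4A3 basal), 634 (shared shNR4A3 LPS), 80.6 (percent shared shNR4A2 basal), 19 (common basal), 339 (common LPS) and 7 (common basal and LPS). DESeq2 with default alpha on all genes, chosen after seeing the values, dropped 7 of the 119 calls of single genes that the paper states and came within 1.5 times with 361 (called shNT basal), 36 (called shNR4A2 basal), 601 (called shNR4A2 LPS), 578 (called shNR4A3 basal), 886 (called shNR4A3 LPS), 463 (shared shNR4A2 LPS), 188 (shared shNR4A3 basal), 636 (shared shNR4A3 LPS), 75 (percent shared shNR4A2 basal), 19 (common basal), 341 (common LPS) and 8 (common basal and LPS), and not with 27 (shared shNR4A2 basal). DESeq2 with default alpha on genes with 10 or more counts, chosen after seeing the values, dropped 5 of the 119 calls of single genes that the paper states and came within 1.5 times with 359 (called shNT basal), 39 (called shNR4A2 basal), 626 (called shNR4A2 LPS), 602 (called shNR4A3 basal), 905 (called shNR4A3 LPS), 31 (shared shNR4A2 basal), 470 (shared shNR4A2 LPS), 189 (shared shNR4A3 basal), 644 (shared shNR4A3 LPS), 79.5 (percent shared shNR4A2 basal), 20 (common basal), 334 (common LPS) and 6 (common basal and LPS). DESeq2 with no independent filtering on genes with a count, chosen after seeing the values, dropped 29 of the 119 calls of single genes that the paper states and came within 1.5 times with 76.9 (percent shared shNR4A2 basal), and not with 199 (called shNT basal), 13 (called shNR4A2 basal), 290 (called shNR4A2 LPS), 255 (called shNR4A3 basal), 464 (called shNR4A3 LPS), 10 (shared shNR4A2 basal), 231 (shared shNR4A2 LPS), 94 (shared shNR4A3 basal), 316 (shared shNR4A3 LPS), 4 (common basal), 153 (common LPS) and 1 (common basal and LPS). DESeq2 with no independent filtering on genes with 10 or more counts, chosen after seeing the values, dropped 13 of the 119 calls of single genes that the paper states and came within 1.5 times with 272 (called shNT basal), 437 (called shNR4A2 LPS), 415 (called shNR4A3 basal), 703 (called shNR4A3 LPS), 329 (shared shNR4A2 LPS), 139 (shared shNR4A3 basal), 484 (shared shNR4A3 LPS) and 78.8 (percent shared shNR4A2 basal), and not with 33 (called shNR4A2 basal), 26 (shared shNR4A2 basal), 15 (common basal), 239 (common LPS) and 4 (common basal and LPS).

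The paper states a response to CO2 in a given line and state for 119 pairs of a gene and a comparison, counted once each. Of these, 60 were called by edgeR, and by each alternative: 60 (RLE size factors), 53 (library size only), 113 (DESeq2), 107 (no filter), 59 (the stricter filter), 55 (filterByExpr within the libraries compared), 95 (the replicate block), 80 (the spread of all 36 libraries) and 60 (thinned counts). Of 21 pairs that the paper states as not responding, 21 were not called by edgeR and 20 not by DESeq2, 19 not without a filter and 20 not with the spread of all 36 libraries. SLAMF1 in shNR4A2 cells with LPS, which DESeq2 called (adjusted p = 0.00552), is not among the 21.

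The paper gives these genes as responding in shNT cells in the basal state, where edgeR did not call them (log2 fold change, edgeR's adjusted p, then that of DESeq2): MT-CO1 1.03 (0.08; DESeq2 0.012), ALDH1B1 0.38 (0.082; DESeq2 0.011), MT-CO2 0.64 (0.175; DESeq2 0.178), MT-CO3 0.83 (0.0914; DESeq2 0.000163), SLC6A6 -0.65 (0.082; DESeq2 0.00808), POLR1A 0.47 (0.0968; DESeq2 0.0202).

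The paper gives these genes as responding in shNR4A2 cells in the basal state, where edgeR did not call them (log2 fold change, edgeR's adjusted p, then that of DESeq2): MT-CO1 0.75 (0.194; DESeq2 0.00136), MT-ND4L 0.79 (0.194; DESeq2 0.00121), PYCR1 0.49 (0.248; DESeq2 0.0287), TNF -1.11 (0.194; DESeq2 0.00136), ALDH1B1 0.48 (0.255; DESeq2 0.0281), CD38 -0.78 (0.194; DESeq2 0.00935), ATP2A1 -1.03 (0.194; DESeq2 0.0202), SERPINB2 0.82 (0.194; DESeq2 0.0217), SERPINH1 0.57 (0.257; DESeq2 0.0366), MT-CO2 0.49 (0.233; DESeq2 0.00935), MT-CO3 0.64 (0.194; DESeq2 0.000238), MT-ND5 0.61 (0.233; DESeq2 0.0178), SRSF5 -0.60 (0.194; DESeq2 0.00151), DPP8 -0.55 (0.216; DESeq2 0.03), A4GALT -0.84 (0.263; DESeq2 0.0504), SLC6A6 -0.69 (0.194; DESeq2 0.0171), CYTH2 -0.63 (0.194; DESeq2 0.00121), RRP9 0.56 (0.199; DESeq2 0.0208), POLR1A 0.64 (0.194; DESeq2 0.00935), DPH5 0.69 (0.258; DESeq2 0.0504).

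The paper gives these genes as responding in shNR4A2 cells with LPS, where edgeR did not call them (log2 fold change, edgeR's adjusted p, then that of DESeq2): NR4A3 0.65 (0.0597; DESeq2 0.0011), NLRP3 -0.68 (0.184; DESeq2 0.024), CAMK2G -0.57 (0.0949; DESeq2 0.0205), CACNA2D3 -0.88 (0.0949; DESeq2 0.0173), SLC17A5 -0.76 (0.0805; DESeq2 0.00373), SLC39A8 0.82 (0.149; DESeq2 0.00502), SLC39A14 0.52 (0.0692; DESeq2 0.00438), HSP90AA1 0.41 (0.15; DESeq2 0.0445), HSPA1A 0.88 (0.173; DESeq2 0.0148), DNAJA1 0.59 (0.18; DESeq2 0.0401), SRSF5 -0.60 (0.176; DESeq2 0.033), DPP8 -0.61 (0.0805; DESeq2 0.00618), A4GALT -0.85 (0.149; DESeq2 0.0506), RRP9 0.42 (0.0932; DESeq2 0.0266), SERPINH1 0.65 (0.115; DESeq2 0.0164), DPH5 0.72 (0.0669; DESeq2 0.00381).

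The paper gives these genes as responding in shNR4A3 cells in the basal state, where edgeR did not call them (log2 fold change, edgeR's adjusted p, then that of DESeq2): NR4A1 -0.80 (0.0878; DESeq2 0.0193), RRP9 0.38 (0.0633; DESeq2 0.0276).

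The paper gives these genes as responding in shNR4A3 cells with LPS, where edgeR did not call them (log2 fold change, edgeR's adjusted p, then that of DESeq2): SLAMF1 1.81 (0.079; DESeq2 0.00403), SLC39A8 0.63 (0.262; DESeq2 0.0141), HSPA1A 1.55 (0.132; DESeq2 0.0141), DNAJA1 0.63 (0.166; DESeq2 0.00424), HSPH1 1.38 (0.0961; DESeq2 0.00195), HSPA4 0.28 (0.0881; DESeq2 0.0561), SRSF5 -0.48 (0.079; DESeq2 0.0083), RRP9 0.38 (0.0527; DESeq2 0.0283).

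The paper gives these genes as responding in shNT cells with LPS, where edgeR did not call them (log2 fold change, edgeR's adjusted p, then that of DESeq2): CACNA2D3 -0.47 (0.0601; DESeq2 0.0743), SLC6A6 -1.17 (0.085; DESeq2 0.0164), HSP90AA1 0.65 (0.1; DESeq2 0.000223), HSPA1A 0.73 (0.124; DESeq2 0.00732), DNAJA1 0.76 (0.0727; DESeq2 1.62e-05), HSPH1 1.44 (0.0927; DESeq2 0.00529), A4GALT -0.86 (0.058; DESeq2 0.00765).

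All 59 lay in the direction the paper gives, where it gives one. DESeq2 called them except MT-CO2 in shNT basal, CACNA2D3 in shNT LPS, HSPA4 in shNR4A3 LPS, A4GALT in shNR4A2 basal, A4GALT in shNR4A2 LPS and DPH5 in shNR4A2 basal. The paper gives SLAMF1 as responding in shNR4A3 cells alone; with LPS DESeq2 also called it in shNT cells (adjusted p = 0.0299) and in shNR4A2 cells (adjusted p = 0.00552), where edgeR gave 0.98 (adjusted p = 0.207) and 1.37 (adjusted p = 0.138). The paper's Table S2 gives it an adjusted p of 0.00323 in shNR4A2 cells.

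The paper states that depleting NR4A2 reduced the CO2 sensitivity of mitochondrial genes and depleting NR4A3 that of heat shock genes. Here the mitochondrial median in the basal state was 0.57 in shNR4A2 and 0.53 in shNR4A3 cells against 0.69 in shNT cells, and 13 of 13 genes were higher at 10% CO2 in shNR4A2 cells. With LPS the chaperone median was 0.67 in shNR4A3 and 0.43 in shNR4A2 cells against 0.62 in shNT cells, so that it was not lower in shNR4A3 cells. The mitochondrial medians with LPS were 0.54 in shNR4A2 and 0.25 in shNR4A3 cells against 1.07 in shNT cells, and the interactions -0.42 and -0.81, lower in all 13 genes in either line. None of the interactions passed the threshold with fry. The paper's own results give the pairing the other way round, with mitochondrial genes unresponsive in shNR4A3 cells and some heat shock genes unresponsive in shNR4A2 cells.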

Other observations

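In this part, the tests of the spread and of the replicate number on the difference between shNR4A2 and shNT cells were chosen only after the result was seen. Whether chance could give the numbers of genes called between CO2 levels was tested on all 10 splits of each set of 6 libraries. The real split and the highest of the others gave 109 and 0 (shNT basal), 1452 and 0 (shNT LPS), 2 and 0 (shNR4A2 basal), 35 and 7 (shNR4A2 LPS), 200 and 0 (shNR4A3 basal) and 378 and 0 (shNR4A3 LPS) genes. Between cell lines at 5% CO2 they gave 1008 and 1 for shNR4A2 and 1097 and 0 for shNR4A3 against shNT cells. In each case the real split was the 1 with the most called genes. In basal shNR4A2 cells, though, 2 of the 10 had as many genes at an unadjusted p under 0.05 as the real one, itself included. There 4 of the 10 part all 3 pairs of one replicate number, and the highest other of these called 0. Neither the 10 splits nor these 4 can give a share under 0.1, so that chance cannot be excluded by this test. In separate libraries, shNT cells shared 50 of the 200 basal shNR4A3 calls (1.23 expected) and 246 of 378 with LPS (31.0). Of the shNR4A2 calls with LPS they shared 28 of 35 (2.87). The sign was the same for 200, 376 and 34. This argues against noise confined to the libraries of 1 line, though without some single libraries the shared numbers were 0 or 1. It does not exclude a difference between libraries that the lines share. At 5% CO2 without LPS, libraries with one replicate number resembled each other across lines, over genes with a mean CPM of 10 or more. The correlations with shNT cells were 0.544, 0.654 and 0.583 for shNR4A2 and 0.355, 0.303 and 0.538 for shNR4A3 cells.

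For the interactions between cell lines 0 genes were called by edgeR, with 192, 458, 412 and 370 genes at an unadjusted p under 0.05 and 0 called by DESeq2 (shNR4A2 basal and LPS, then shNR4A3 basal and LPS). A count of 0 is matched by all 100 splits drawn whatever the data, so that this test decides nothing; the highest of the other splits gave 437, 1, 63 and 888. By the number of genes at an unadjusted p under 0.05, 92, 60, 67 and 70 of the 100 gave as many, and chance cannot be excluded. For the interaction of LPS and CO2, 0 genes were called by edgeR in shNR4A2 and in shNR4A3 cells, with 904 and 995 at an unadjusted p under 0.05 and 13 and 8 called by DESeq2. The number called again decides nothing, and by unadjusted p 37 and 25 of the 100 splits gave as many, so that chance cannot be excluded either. The highest of the other splits gave 610 and 2164, in each line the split that swaps the CO2 levels in 1 of the LPS states and keeps them in the other; the next highest gave 234 and 91. With 1 library left out, the number in shNR4A2 cells was 24 without shNR4A2 5% CO2 + LPS replicate 3 and that in shNR4A3 cells 1 without shNR4A3 5% CO2 replicate 1 or shNR4A3 10% CO2 + LPS replicate 1, and those of the interactions between cell lines stayed at 0.

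Fewer genes were called in basal shNR4A2 cells (2) than in basal shNR4A3 (200) or shNT cells (109), and fewer with LPS (35) than in shNT cells (1452). Each number moved with single libraries: in basal shNR4A2 cells 0 without shNR4A2 5% CO2 replicate 1 or 2 or without shNR4A2 10% CO2 replicate 1 or 3, 1 without shNR4A2 10% CO2 replicate 2 and 8 without shNR4A2 5% CO2 replicate 3; in basal shNR4A3 cells 0 without shNR4A3 10% CO2 replicate 2, 41 without shNR4A3 5% CO2 replicate 2, 70 without shNR4A3 10% CO2 replicate 1, 106 without shNR4A3 10% CO2 replicate 3 and 365 without shNR4A3 5% CO2 replicate 1; in basal shNT cells 0 without shNT 5% CO2 replicate 1 or shNT 10% CO2 replicate 2, 37 without shNT 5% CO2 replicate 3, 202 without shNT 10% CO2 replicate 3 and 559 without shNT 10% CO2 replicate 1. With LPS the shNR4A2 number was 0 without shNR4A2 5% CO2 + LPS replicate 1 or without shNR4A2 10% CO2 + LPS replicate 1, 2 or 3, 18 without shNR4A2 5% CO2 + LPS replicate 2 and 1122 without shNR4A2 5% CO2 + LPS replicate 3, and the shNT number 334 without shNT 10% CO2 + LPS replicate 2, 370 without shNT 5% CO2 + LPS replicate 1, 476 without shNT 5% CO2 + LPS replicate 2 and 674 without shNT 10% CO2 + LPS replicate 3. The spread between replicates, depth and differences between replicate numbers were weighed as technical explanations, and a smaller response as the biological one. With every library thinned to the smallest total, shNR4A3 cells still had 100 times as many called genes as shNR4A2 cells, which argues against depth. With 1 spread estimated over all 36 libraries the ratio was 1.84, and with a term for the replicate number 2.97, so that neither gave the whole difference between these lines, though each took away most of it. Against basal shNT cells the ratio was 5.22 with the shared spread, which argues against the spread as the whole cause, but 0.399 with the term for the replicate number. The order of shNR4A2 and shNT cells thus turned round (361 against 144), and differences between replicate numbers remain a candidate cause of the low basal number. Libraries with one number did not all resemble each other in basal shNT cells. Over genes with a mean CPM of 10 or more the correlations there were 0.457, 0.198 and -0.397. The term may therefore cost calls in shNT cells, and the reversal does not show a larger response in shNR4A2 cells. With the shared spread the order of basal shNR4A3 and shNT cells turned round too (107 against 303, from 200 against 109). With LPS the ratio was 2.53 with that term and 1.28 with the shared spread, so that a larger spread between shNR4A2 replicates could give most of the difference there.

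A smaller response in shNR4A2 cells was tested on genes called elsewhere, signed by their direction there, as the mean log2 difference between CO2 levels per replicate number (mean ± SD and range, n = 3). Over the 17 genes called with LPS in all 3 lines it was 0.393 ± 0.206 (0.267 to 0.63) in basal shNR4A2 and 0.434 ± 0.131 (0.283 to 0.515) in basal shNR4A3 cells. Over the 1452 genes called in shNT cells with LPS it was 0.209 ± 0.146 (0.092 to 0.372) in basal shNR4A2 and 0.256 ± 0.175 (0.055 to 0.374) in basal shNT cells. Over the 109 genes called in basal shNT cells it was 0.507 ± 0.24 (0.259 to 0.737) in shNR4A2 and 0.658 ± 0.241 (0.406 to 0.885) in shNT cells with LPS. The mean was lower in shNR4A2 cells in each case and the ranges overlapped. A smaller response and an equal one cannot be told apart by these ranges, with 3 values per line. The highest in shNR4A2 cells (0.63, 0.372 and 0.737) lay above the lowest of the other line. Differences between lines within a replicate number were not tested. The genes of the last pair of comparisons were called in shNT cells, which favours a larger value there.

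The 13 mitochondrially encoded genes had median log2 fold changes at 10% CO2 of 0.69, 0.57 and 0.53 in basal shNT, shNR4A2 and shNR4A3 cells, and were higher in 13, 13 and 12 of them. A weaker response in shNR4A3 cells was tested with fry on the interaction with shNT cells, which was -0.14 (adjusted p = 0.79 by limma), lower in all 13 genes, and ranged from -0.43 without shNR4A3 5% CO2 replicate 2 to 0.12 without shNR4A3 10% CO2 replicate 3. The median SD of log2 CPM within conditions was 1.86 times as high in basal shNR4A3 as in basal shNT libraries, so that a larger spread of mitochondrial transcripts between shNR4A3 replicates may be why their genes fell short of the threshold. A weaker response and the same response cannot be told apart, because the interaction misses the threshold and this spread keeps either open.

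The 20 chaperone genes had medians of 0.62, 0.43 and 0.67 with LPS in shNT, shNR4A2 and shNR4A3 cells, and 20 of 20 were higher at 10% CO2 in each line. A weaker heat shock response in shNR4A2 cells was tested with fry on the interaction with shNT cells, at -0.16 (adjusted p = 0.79 by limma). It ranged from -0.30 without shNT 5% CO2 + LPS replicate 3 to 0.04 without shNR4A2 5% CO2 + LPS replicate 3. A weaker response and the same response cannot be told apart, since the median in shNR4A2 cells lay below those of the other lines and the interaction missed the threshold. The basal medians were 0.34, 0.45 and 0.42.

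With LPS, the 13 genes had medians of 1.07, 0.54 and 0.25 (limma's fry, adjusted p = 0.101, 0.173 and 0.431), all 13 higher at 10% CO2 in each line. With the spread of all 36 libraries fry gave 0.0147, 0.114 and 0.522. edgeR called 1, 0 and 0 of them over all genes, with 12, 9 and 4 at an unadjusted p under 0.05, and 12, 7 and 0 when adjusted over the list alone. DESeq2 called 11, 6 and 2, and edgeR with a term for the replicate number 0, 3 and 1. The interaction with shNT cells was -0.42 in shNR4A2 and -0.81 in shNR4A3 cells (limma's fry, adjusted p = 0.56 and 0.163), lower in all 13 genes in either line. The SD of log2 CPM was 1.01 and 0.711 times that of shNT libraries.

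For some of the transcription factors the paper names, transcript levels changed as follows between CO2 levels. Values are log2 fold changes, with standard error and edgeR's adjusted p, in shNT, shNR4A2 and shNR4A3 cells. With LPS, ETS1 gave 0.45 (0.08, 0.00857), 0.55 (0.13, 0.0921) and 0.57 (0.10, 0.0228). TFAM gave 0.34 (0.08, 0.0218), 0.23 (0.11, 0.308) and 0.22 (0.08, 0.177). RUNX1 gave 0.23 (0.09, 0.122), 0.24 (0.13, 0.377) and 0.29 (0.10, 0.123). LMO2 gave -0.34 (0.10, 0.0653), -0.59 (0.18, 0.173) and -0.44 (0.13, 0.096). HSF1 gave -0.14 (0.08, 0.287), 0.02 (0.09, 0.949) and -0.01 (0.07, 0.977). Without LPS, ETS1 gave 0.11 (0.11, 0.656), 0.02 (0.12, 0.989) and 0.10 (0.08, 0.59). TFAM gave 0.24 (0.11, 0.321), 0.20 (0.13, 0.763) and 0.23 (0.09, 0.22). RUNX1 gave -0.16 (0.10, 0.468), -0.17 (0.12, 0.779) and -0.27 (0.10, 0.18). LMO2 gave -0.04 (0.09, 0.898), -0.03 (0.12, 0.973) and -0.05 (0.08, 0.782). HSF1 gave -0.07 (0.10, 0.782), 0.06 (0.11, 0.94) and -0.02 (0.07, 0.943). The interaction of each with the cell line had an adjusted p of 1 by edgeR. edgeR called ETS1 in shNT and shNR4A3 cells with LPS and TFAM in shNT cells with LPS. With DESeq2 the adjusted p with LPS was 0.000327, 0.0121 and 0.000233 for ETS1, 0.0347, 0.0409 and 0.0237 for LMO2 and 0.00777, 0.38 and 0.238 for TFAM, so that ETS1 and LMO2 passed in all 3 lines. For ETS1 in shNR4A2 cells a term for the replicate number gave 0.0154 and the spread of all 36 libraries 0.00348. The interactions with shNT cells were 0.13 and 0.14 for ETS1 and -0.09 and -0.10 for TFAM. TAL1 had 0 to 12 counts per library and SOX17 0 to 3, and SOX17 was not tested.

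TFAM was lower in shNR4A2 than in shNT cells, with log2 differences of -0.48 (standard error 0.12, adjusted p = 0.0413 by edgeR) at 5% CO2, -0.56 (0.09, 0.00617) at 5% CO2 + LPS, -0.53 (0.12, 0.00946) at 10% CO2 and -0.67 (0.09, 0.000258) at 10% CO2 + LPS. Whether the short hairpin itself or the growth of this line gives this was not tested, and no biological explanation was tested.

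Of the paper's Tables S1 to S3 the first 1999, 1999 and 62 entries were held. Their log2 fold changes followed those computed here, with Pearson correlations of 0.9998, 1 and 1. Each column of normalised counts was proportional to 1 library, the one its label names. Of the entries held, 8, 113 and 4 had an adjusted p under 0.05 in the paper's tables, and of these 1, 17 and 2 were called by edgeR, 5, 96 and 3 by DESeq2 and 8, 81 and 4 by edgeR with a term for the replicate number.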
